# Limb proportions show developmental plasticity in response to embryo movement

**DOI:** 10.1038/srep41926

**Published:** 2017-02-06

**Authors:** A. S. Pollard, B. G. Charlton, J. R. Hutchinson, T. Gustafsson, I. M. McGonnell, J. A. Timmons, A. A. Pitsillides

## Abstract

Animals have evolved limb proportions adapted to different environments, but it is not yet clear to what extent these proportions are directly influenced by the environment during prenatal development. The developing skeleton experiences mechanical loading resulting from embryo movement. We tested the hypothesis that environmentally-induced changes in prenatal movement influence embryonic limb growth to alter proportions. We show that incubation temperature influences motility and limb bone growth in West African Dwarf crocodiles, producing altered limb proportions which may, influence post-hatching performance. Pharmacological immobilisation of embryonic chickens revealed that altered motility, independent of temperature, may underpin this growth regulation. Use of the chick also allowed us to merge histological, immunochemical and cell proliferation labelling studies to evaluate changes in growth plate organisation, and unbiased array profiling to identify specific cellular and transcriptional targets of embryo movement. This disclosed that movement alters limb proportions and regulates chondrocyte proliferation in only specific growth plates. This selective targeting is related to intrinsic mTOR (mechanistic target of rapamycin) pathway activity in individual growth plates. Our findings provide new insights into how environmental factors can be integrated to influence cellular activity in growing bones and ultimately gross limb morphology, to generate phenotypic variation during prenatal development.

A huge diversity of limb specializations exists in nature. All tetrapods (vertebrates with limbs having digits, ancestrally) possess an equivalent basic limb design, comprising skeletal elements that originate during embryonic development from the three major limb regions (the stylopod, zeugopod and autopod)^1^. These elements are tailored in their proportions to fulfil a range of roles^2^,^3^,^4^, first emerge during prenatal development to characterise each species^5^,^6^, and also vary to some extent within species^7^,^8^,^9^,^10^. It is well established that natural selection has led to limb proportions that are adapted to improve locomotor performance in specific environments on an evolutionary time-scale^11^,^12^,^13^,^14^. However, the extent to which these limb proportions are also influenced by shorter-term alterations in the environment within the lifetime of a single organism has historically not been as well resolved.

Dramatic evidence has recently emerged which indicates that environmental cues engender profound changes in behaviour and musculoskeletal form post-natally. These changes are analogous to adaptive changes inferred in evolution and are seen, for example, in the modification of bone shape and limb function necessary for the terrestrialization of *Polypterus* fish^15^. Morphological changes including alterations in limb/extremity proportions have also been observed in mammals raised in different climates^16^,^17^. We speculate that this phenotypic plasticity during prenatal periods of ontogeny could also confer an ability to incorporate shorter-term environmental input into the generation of variation even prior to birth/hatching. Whether such interactions between environmental input and ‘intrinsic’ aspects of developmental regulation facilitate phenotypic variation in limb morphology during prenatal development has not however previously been explored.

Morphological diversity is observed across locations with divergent climates in a variety of species, such as extinct crocodylomorphs (relatives of extant Crocodylia)^18^. Inter-specific adaptation for smaller surface area to body size ratios in cooler climates (“Allen’s rule”), often achieved through reductions in limb length, is also widespread^16^,^19^. Intriguingly, intra-species variation in limb form in individuals from thermally divergent locations has also been observed in lizards but has yet to be explained^8^. Phenotypic differences seen in the North American lizard *Sceloporus occidentalis* include longer limbs relative to body size in individuals from warmer locations, and a reduction in relative limb length in cooler, more northern populations. Like many reptilian species, *Sceloporus* is not incubated by a parent and its incubation conditions are determined by the environment. Incubation temperature has previously been shown to influence embryonic motility and skeletal growth in chickens^20^. Changes in embryonic limb bone growth induced by pharmacologically stimulating embryo motility alone suggest that mechanical input, rather than temperature per se, regulates skeletal growth in embryonic limbs^21^,^22^,^23^,^24^,^25^.

Herein, we explore the hypothesis that developmental plasticity during prenatal stages of ontogeny allows for variation in limb proportions to emerge via environmentally-triggered alterations in movement. This hypothesis was tested in experiments using embryonic crocodiles (*Osteolaemus tetraspis* Cope 1861) and chickens (*Gallus gallus*). Previous studies in embryonic chickens indicate that altered incubation temperature modulates motility and limb growth^20^. This species uses contact incubation by a parent, however, and many birds alter their behaviours in different climates to maintain relatively constant incubation temperatures. Incubation at different temperatures within chickens is thus less likely to occur naturally^26^,^27^. Use of crocodiles, which are ectothermic, oviparous and not directly incubated by a parent, in contrast, provide an opportunity to explore whether motility and limb proportions are modified by incubation temperature in a model where such thermal variation could occur naturally. We specifically tested whether West African Dwarf crocodile embryos incubated at the extremes of the normal range for this species (32 °C and 28 °C) exhibited alterations in motility and limb proportions; we therefore made measurements of body size, limb length and stylopod, zeugopod and autopod element length. The relatively small number of eggs produced in a single *Osteolaemus* clutch limited our experiment to a single time-point, and did not allow for optimization of pharmacological manipulation of embryo movement in this species to separate the effects of temperature and embryo motility on limb growth.

Embryonic chickens, a commonly used model for mechanistic studies in limb development in which methods for pharmacological alteration of motility are well established and for which species-specific reagents are readily available^27^,^28^,^29^, were used to further explore our hypothesis. Specifically, we tested whether pharmacological immobilization alone alters limb proportions, when temperature is maintained constant to remove any influence it may have on embryo movement as a variable. Accordingly, limb element lengths were measured at selected time-points during development and their growth monitored in some experiments by repeat MRI imaging of individual control and immobilised chicken embryos to examine whether pharmacologically-induced alterations in movement alone produced modifications in limb proportions.

During early limb development, individual skeletal elements are laid down as cartilage condensations. Limb proportions emerge as a result of the size of the initial condensation^28^ and primarily due to later changes in their growth by endochondral ossification^5^, the process by which limb skeletal elements grow longitudinally^29^. Each element forms initially as a cartilage model that elongates via a controlled process of chondrocyte proliferation, maturation and hypertrophy before replacement by bone during ossification^30^,^31^,^32^. Muscle contraction has been implicated as a regulator of embryonic long bone growth by endochondral ossification^25^,^33^,^34^,^35^,^36^, but the molecular and cellular targets of such regulation have not been fully characterised. Use of the embryonic chick as a model allowed us to identify the mechanisms which underpin regulation of limb proportions by embryonic movement by examining the impact of altered embryo movement on both cellular behaviour and gene expression in individual growth plates. Measurements of growth plate zones widths, the expression of proliferative markers in the growth plate were made, and the size of hypertrophic chondrocytes from control and immobilised limbs was used to investigate the primary effect of embryo immobilisation on longitudinal growth. Unbiased array profiling was then used to evaluate gene expression in control and immobilised femur and tibiotarsus growth plates at selected time points during development. Using an inducible method for embryo immobilisation along with longitudinal tracking of limb growth has allowed us to investigate, and separate, changes in gene expression which are associated with determining the capacity of a growth plate cartilage to respond, sense and coordinate a subsequent growth response to mechanical cues. Our findings provide evidence that environmental factors, and not only genetic pre-specification may differentially influence limb element growth during prenatal development and thereby introduce phenotypic variation, which provides a novel insight into the potential evolutionary importance of developmental plasticity.

## Results

### Temperature influences embryonic crocodile limb proportions

We investigated whether temperature alters motility and limb growth in the West African Dwarf crocodile. Embryos were incubated at 28 °C and 32 °C from embryonic day (E) 10–70. Embryo motility was monitored at E44, 48, 51 and 55. Snout-vent length, total limb length and total limb and limb element lengths corrected against body size were measured from embryos euthanised at E70. Embryos incubated at 28 °C were less motile when monitored at stage E51, close to mid-gestation (88% decrease in frequency of movement, *P* < 0.05, Fig. 1). The relatively heightened activity of embryos incubated at 32 °C persisted up until E55, when their large body size may have restricted *in ovo* movement.

Total body size at E70, around hatching age, was significantly smaller in embryos incubated at lower temperatures (38% smaller P < 0.05). Staging of embryos according to Ferguson’s^37^ staging series revealed that embryos incubated at 28 °C corresponded to stage 27 and E60–63, while those incubated at 32 °C corresponded to stage 28, which corresponds to E64–70 (with E70 considered hatching age). Staging at these late developmental stages is not based on morphological parameters but rather relative absorption of the yolk sac. A reduction in overall limb length was also observed (38% shorter snout-to-vent length and 44% reduction of limb length, *P* < 0.001 and 0.0001). Critically, the lower incubation temperature did not generate a uniform deficit in growth, where all elements might be expected to be affected equally, but rather disproportionately affected the length of specific skeletal elements over others, to change relative limb proportions. The hindlimbs in less motile embryos incubated at 28 °C were shorter when corrected for overall body size (10%, *P* < 0.05) and exhibited disproportionately shorter tibiae (11%, *P* < 0.05) but longer digits (9%, *P* < 0.05) compared to incubation at 32 °C. Examination at euthanasia revealed that all embryos were female, which rules out the possibility of sexual dimorphism in growth between temperature groups.

### Embryo movement is responsible for altered limb proportions

Our data from crocodile embryos indicate that some limb regions may be more severely affected than others, but did not establish whether this reflected temperature *per se* or altered movement. Chicken embryos were used for immobilisation studies, during which embryo movement was altered pharmacologically while constant 37 °C incubation temperature was maintained. Total limb and individual limb element lengths were measured in chicks immobilised between E10–14, 13–17 and 15–18 and compared to controls. Additionally, total limb and limb element lengths were measured in embryos immobilised from E10 onwards by daily MRI imaging between E14–18. Despite the onset of overt movement from E4.5 in the chick embryo, and “coordinated” movement from E7 onwards^38^, micro-CT-based measurements showed that total limb growth was unchanged by immobility imposed between E10–14.

Pelvic limb length was reduced by the absence of movement only at later time points, between E13–16 and E15–18 (by 22% and 12% vs. vehicle-treated control, *P* < 0.001 and < 0.05 respectively; Fig. 2). Intriguingly, immobility between E13–17 significantly reduced both femur (24%, *P* < 0.001) and tarsometatarsus (TMT; 38%, *P* < 0.001) lengths while the tibiotarsus (TBT) was not significantly affected (Fig. 3). The TMT was most affected by immobilization between E15–18 (16% shorter compared to 12% in the TBT, *P* < 0.05), whereas in contrast the femur was not significantly reduced at this late time point.

MRI allows for non-invasive, longitudinal monitoring of chick development^39^,^40^. We used daily MRI scans to achieve repeat measures of limb growth between E14 to E18 in individual chicks immobilized from E10. These measures of limb and skeletal element length confirmed the existence of a period between E10–13 when lack of motility does not modify chick limb growth (see Fig. 2). Immobilisation between E15–18 achieved reductions in limb length without modification in eye diameter (a gross index of chick skull development^41^; note that HH-based staging after E13 relies on beak and 3^rd^ digit lengths which are both affected by immobilization. Such staging was thus not appropriate). We therefore staged only control chick embryos upon euthanasia after the final scan at E18 to assess whether cooling of eggs during MR imaging had an impact on development. Measurements of beak and 3^rd^ digit lengths from these chick embryos corresponded to those of E16 embryos^42^, indicating that these methods introduce a level of developmental delay. The altered limb proportions seen in MR-imaged embryos do however correspond closely with measurements made using microCT at E17; their altered limb proportions are consistent with selective modification of longitudinal growth by embryo movement.

Longitudinal MRI scans were used to explore the differing effects of chick immobilisation seen in individual limb elements at E13–17 and E15–18, and revealed that modifications in growth of each element in response to altered movement first emerge at different stages in each element. Longitudinal growth of the TBT showed significant reliance on movement only after E17, and the femur prior to E17, whereas TMT length was markedly modified by E15 (Fig. 3). Together these data indicate that different elements exhibit differential sensitivity to the removal of normal chick motility, which is seemingly unrelated to the proximo-distal sequence of limb element emergence.

### Growth plate dynamics are influenced by embryo movement

We next sought to relate the immobilisation-induced changes in limb proportions to modifications in the dynamics of specific growth plates. We quantified the widths of the distinct growth plate zones (proliferative/maturing, pre-hypertrophic and hypertrophic) in proximal and distal ends of the femur, TBT and TMT in sections from control and immobilized (from E10 onwards) chick pelvic limbs. Zone width was expressed as a percentage of the total growth plate width. Immobilization altered growth plate dynamics selectively in the distal region of both the femur and TMT, but not TBT, at E18 (Fig. 4). In contrast, the proximal regions of all elements were unaffected. Each growth plate in a given element does not contribute equally to longitudinal growth, and the changes we observed were targeted to the growth plate deemed responsible for >50% longitudinal growth^43^. No significant impact on either TBT growth plate was observed. Thus, differences in sensitivity to external input may be intrinsic to different limb regions.

The impact of chick immobility in the affected growth plates at E18 was characterised by a relative expansion in the proliferative/maturing zone, with a corresponding narrowing of the pre-hypertrophic zone in femur and TMT (Fig. 5). We observed no impact of immobilization in any growth plate at E14 (Fig. 4f). These data suggest a correlation between modified growth plate dynamics and the changes in longitudinal growth of specific elements and limb proportions observed in immobilized chicks.

### Movement drives cellular progression in the growth plate

We tested the hypothesis that there is a correlation between chick embryo motility and changes in growth plate dynamics by examining cellular behaviour in the growth plate in response to immobilisation. We examined the regulation of chondrocyte proliferation, apoptosis and hypertrophy in the distal femoral growth plate of chicks immobilized from E10 onwards in comparison with control chick embryos. We compared the distribution of cells positive for proliferating cell nuclear antigen (PCNA, an S-phase marker) and phosphohistone H3 (a marker of mitosis), expressed as a percentage of the total number of cells (DAPI labelled).

Immobility from E10 produced a loss of PCNA labelling at the articular surface, little change in the proliferative zone and an increase in the number of PCNA positive cells in the prehypertrophic/hypertrophic zone, thus widening the region of PCNA labelling (normally restricted to the proliferative zone) by E14 (Fig. 5a–e). This was accompanied by a diminution in the number of phosphohistone H3-positive cells (Fig. 5f–j), indicating that the enlarged population of PCNA-positive cells do not complete the cell cycle and advance normally through the growth plate but rather accumulate. These changes were observed at E14, before any measurable impact of motility on femur length was evident, and were still apparent at E18 (see Supplementary Fig. S1).

Tracking of proliferating cells by BrdU incorporation in E16 chick limbs, 6 days after the onset of immobilization, confirmed that immobilisation slowed cellular progression through the growth plate; BrdU-positive cells in normal limbs had progressed to the prehypertrophic zone within 4 hours of BrdU administration, but were largely restricted to the proliferating zone in immobilised limbs (Fig. 5k–o). The rate of uptake of BrdU (cells per hour) was unchanged with immobilisation, suggesting that proliferative arrest in these cells occurs after completion of S-phase but prior to mitosis (Supplementary Fig. S2).

We found no alteration in number or distribution of TUNEL-positive cells in control and immobilized chick limbs at any time-point (Supplementary Fig. S3), indicating no impact on apoptosis. Measurement of chondrocyte cell area in regions of the hypertrophic zone adjacent to the chondro-osseous junction also showed no modification in hypertrophic expansion after 4 days of immobilization at E14. However, chondrocyte size was reduced by more prolonged lack of movement at E18 (21% reduction, *P* < 0.05, see Supplementary Fig. S4). These data indicate that movement initially targets specific growth plates by driving completion of the cell cycle within the proliferative zone.

### Molecular features of the growth response to mechanics

Our data suggest that longitudinal growth of embryonic limb elements is initially intrinsically regulated; “mechano-sensitive” limb growth is not always a feature of ontogeny but is acquired relatively late in development. Our data also suggest that, in the embryonic chicken, limb growth becomes responsive to altered embryo movement between E13–15 in the femur, but growth of the TBT is affected less severely by mechanics, and not until later time-points. This was exploited in an attempt to identify the molecular factors responsible for mechanical regulation of cartilage growth. Transcriptional profiling was performed to identify changes in coordinated gene expression associated with the switch from intrinsic to mechanical regulation of cartilage growth. Transcriptional profiles were compared in the distal femur and proximal TBT growth plates of control chicks at E12, 13 and 15 to explore whether changes in gene expression occur during the time period when femur growth becomes sensitive to movement but the growth of the TBT does not. Additionally, gene expression was compared in the distal femur and proximal TBT of chicks immobilised between E10–15 and compared to E15 controls, to explore whether any genes identified by the previous comparison were also regulated in expression by embryo movement.

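RNA from growth cartilage of the distal femur and of the proximal TBT was measured on Affymetrix chicken arrays, and each replicate was a pool of tissue from 4 embryos. The values used here cover 23 arrays in 8 groups. Control femur and control TBT have n = 3 arrays each at E12 and at E13, and n = 2 (femur) and n = 3 (TBT) at E15. Immobilised femur and immobilised TBT have n = 3 each at E15. Decamethonium bromide, which blocks the neuromuscular junction, was given from E10. The authors excluded 1 array after principal component analysis, and E15 control femur is the group with 2 arrays. The deposited values are on the log2 scale after robust multi-array averaging (RMA) by the authors, a method that corrects background, normalises quantiles between arrays and gives 1 value per probe set. Their array medians lie between 5.78 and 5.85. The sample records name the affy package and QIAzol with a Qiagen kit, whereas the methods name aroma.affymetrix and TRIzol, and package versions are not given in the sources used here. Pearson's r between arrays, over the probe sets past the filter described below, was 0.963 to 0.983 within groups and 0.923 to 0.980 between groups. With 2 or 3 arrays per group, the number of arrays limits the precision of each value.

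Each comparison of groups was a contrast in a limma fit of 8 group means over all 23 arrays (15 residual degrees of freedom), and p-values were adjusted by the Benjamini-Hochberg method. The methods state a standard deviation filter of 10, which was applied here to all arrays on the linear scale and left 11004, of which 7417 carry a gene symbol. A gene is called here at an adjusted p under 0.05, with no minimum fold. The spread is assumed to be alike in all groups, and the E15 control femur with its 2 arrays leans on this most. Lists of genes were set against all other genes with limma's camera at a preset correlation of 0.01, on 1 probe set for each of 7122 genes, and p-values were adjusted over the 29 lists of a comparison. Measured members of a list are those past the filter. The filter saw all 23 arrays, the groups compared included, so genes of low spread were left out before counting. It kept 37 of 58 skeletal muscle genes named on the array, 18 of 24 for endothelium and 11 of 20 for leukocytes and osteoclasts. For ribosomal proteins it kept 48 of 48. The camera test with the correlation between genes estimated from the arrays is given beside each call. Its adjusted p is marked "with an estimated correlation". Every array carries a code that ends in 05, 07 or 09, and all E15 femur arrays carry 05 while all E15 TBT arrays carry 07 or 09. No E13 array carries 05, so femur and TBT at E15 can be separated from the code only through the E12 arrays. Among these, 2 femur arrays and 1 TBT array carry 05. Values with the code as a block are marked "blocked". Immobilised and control femur all carry 05, and immobilised and control TBT share 07 and 09.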

A comparison of control femur and TBT limb elements at E12 and E13 did not reveal any differentially expressed genes or pathways between these limb elements. 

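At E12 and at E13 no single gene passed the threshold between femur and TBT cartilage, and the groups of genes furthest apart were markers of other tissues than cartilage. The 18 measured markers of endothelium and pericytes, the cells of blood vessel walls, were lower in the femur. Their median log2 difference, femur minus TBT, was -0.33 at E12 with 15 of 18 below 0 (adjusted p = 7.7e-05) and -0.33 at E13 with 16 below 0 (adjusted p = 7.44e-06). Blocked, the medians were -0.37 and -0.24. With an estimated correlation the adjusted p was 0.423 and 0.458. Genes of tendon, joint and other fibrous tissue were higher in the E12 femur (median 0.15, 22 of 30 above 0, adjusted p = 0.000279, or adjusted p = 0.423 with an estimated correlation), with a median of -0.03 at E13 (adjusted p = 0.894). Ribosomal protein genes were higher in the E13 femur (median 0.06, 39 of 48 above 0, adjusted p = 0.000267, or adjusted p = 0.727 with an estimated correlation). Their median at E12 was -0.02 (adjusted p = 0.435). Within code 07 (3 femur arrays and 1 TBT array) the ribosomal median at E13 was 0.007, with 26 above and 21 below 0. Without E13 control femur replicate 1 the endothelial call at E13 is lost (adjusted p = 0.0573), as is the ribosomal call without that array (adjusted p = 0.0573) or without E13 control TBT replicate 1 (adjusted p = 0.0551).

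limma called 0 of 11004 probe sets at E12 and 0 at E13, while 703 and 540 had an unadjusted p under 0.05. Significance analysis of microarrays (SAM), the paper's method, called 1 higher and 6 lower in the femur at E12 on log2 values and 0 on linear values. At E13 it called 0 on log2 values and 1 lower on linear values. In simulated data on the E12 arrays the fit recovered 86.5% of 200 probe sets shifted by 1 on the log2 scale and 40.5% of those shifted by 0.5, so differences well under 1 can go unseen.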

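MAP1B, RAB10, HMGB3, BLMH, BTF3L4, SCUBE2, IGF2BP3 and ACTC1 all had lower mean values at E13 than at E12 over femur and TBT, but none passed the threshold over all probe sets. MAP1B (probe set 15562946), a microtubule-binding protein, was 9.18 ± 0.22 in femur and 9.34 ± 0.21 in TBT at E12, and 8.87 ± 0.24 and 8.90 ± 0.14 at E13 (log2, mean ± SD, n = 3 each). Its log2 difference was -0.38 (SE 0.11, adjusted p = 0.345). RAB10, a GTPase of vesicle transport, gave -0.19 (SE 0.05, adjusted p = 0.304), and the peptidase gene BLMH -0.20 (SE 0.05, adjusted p = 0.304). The chromatin protein HMGB3 gave -0.15 (SE 0.04, adjusted p = 0.345) and BTF3L4 -0.20 (SE 0.06, adjusted p = 0.352). SCUBE2, a secreted protein that helps release hedgehog ligands, gave -0.19 (SE 0.11, adjusted p = 0.784). IGF2BP3, which binds IGF2 mRNA, gave -0.12 (SE 0.06, adjusted p = 0.664), and cardiac actin ACTC1 -0.61 (SE 0.38, adjusted p = 0.785).

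All 10 measured genes of Table 1 lay below 0, with a median of -0.19 (adjusted p = 2.92e-10, or adjusted p = 0.000511 with an estimated correlation). Adjusted over the list alone 7 passed. The study chose these genes from the same arrays, so the list is not independent evidence. Skeletal muscle genes were lower at E13 (34 of 37 below 0, median -0.305, adjusted p = 7.91e-09, or adjusted p = 0.352 with an estimated correlation). Within code 07 (4 E13 arrays and 1 E12 array) the muscle median was 0.07, and within code 09 it was -0.69. Endothelial markers were higher at E13 (16 of 18 above 0, median 0.14, adjusted p = 1.49e-05, or adjusted p = 0.352 with an estimated correlation). Markers of prehypertrophic and hypertrophic chondrocytes had a median of 0.09 with 14 of 20 above 0 (adjusted p = 0.000201, or adjusted p = 0.0686 with an estimated correlation). limma called 0 of 11004 probe sets between the stages, and 822 had an unadjusted p under 0.05. SAM called 2 on log2 values, higher at E13, and 3 on linear values, lower at E13, both at an estimated false discovery rate of 0. Without E12 control TBT replicate 3 the count is 16, all higher at E13, and without E13 control femur replicate 3 it is 2, also higher.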

Gene expression in pooled TBT and femur elements at E12 and E13 (to maximise statistical power) revealed a small number of modestly differentially expressed genes between the two time-points, 4 of which, namely Scube2, BTF3L4 and indirectly HMBG3 (via HMBG2) and IGF2BP3 (via links with IFG2), have known associations with endochondral ossification (Table 1). However, gene ontology (GO) analysis of these genes revealed enrichment of no distinct pathways or cellular components, suggesting this was a stochastic observation. Differences in expression specific to individual limb regions did, however, emerge by E15; 58 genes (4 upregulated and 54 downregulated) were found to differ in expression in the femur relative to the TBT at this time-point, and belong to specific biological pathways. 

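At E15 the femur cartilage differed from the TBT in 23 probe sets, 9 higher and 14 lower, of which 19 carry a gene symbol. The prolactin-like hormone gene PRLL (probe set 15385902) was 3.88 ± 0.12 in femur (n = 2) and 6.27 ± 0.17 in TBT (n = 3), a log2 difference of -2.39 (SE 0.34, adjusted p = 0.0174). The mannosyltransferase gene ALG3, which builds N-glycans in the endoplasmic reticulum, was 4.86 ± 0.05 in femur and 5.72 ± 0.05 in TBT (log2 difference -0.86, SE 0.16, adjusted p = 0.0467). The femur value of PRLL and both values of ALG3 lie below the array medians of 5.78 to 5.85. SEC61G, a subunit of the channel that takes proteins into the endoplasmic reticulum, gave -0.60 (SE 0.11, adjusted p = 0.0467), the fatty acid desaturase SCD5 -0.71 (SE 0.12, adjusted p = 0.0318) and the sialyltransferase ST8SIA6 -0.79 (SE 0.12, adjusted p = 0.0201). COX7A2, a subunit of cytochrome c oxidase, gave -0.50 (SE 0.10, adjusted p = 0.0467). Higher in the femur were VIPR2, a receptor for vasoactive intestinal peptide, at 1.44 (SE 0.29, adjusted p = 0.0467), and the growth factor PDGFC at 0.49 (SE 0.10, adjusted p = 0.0467). The limb transcription factor TBX5 had a log2 difference of 1.81 (SE 0.37, adjusted p = 0.055). Genes of limb position and patterning as a list were higher in the femur (11 of 13 above 0, median 0.30, adjusted p = 0.0059, or adjusted p = 0.328 with an estimated correlation), with a blocked median of 0.03 (adjusted p = 0.182).

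Blocked, limma called 0 probe sets at E15, and the genes named above as called had adjusted p of 0.0888 to 0.139. The block raised the median standard error from 0.145 to 0.201. Blocked differences were -1.75 (SE 0.45) for PRLL, -1.17 (SE 0.21) for ALG3, -0.73 (SE 0.16) for SEC61G, -0.75 (SE 0.18) for SCD5 and -0.77 (SE 0.15) for ST8SIA6. They were -0.63 (SE 0.12) for COX7A2, 1.51 (SE 0.41) for VIPR2 and 0.59 (SE 0.14) for PDGFC. The count is 0 without E15 control femur replicate 1, 1 without replicate 2, 102 without E15 control TBT replicate 2 and 3 without E15 control TBT replicate 3. PRLL has an adjusted p of 0.356 without femur replicate 1 and 0.0609 without femur replicate 2, and TBX5 passes without TBT replicate 2 (adjusted p = 0.0205). The patterning call is lost without TBT replicate 3 (adjusted p = 0.135). An unadjusted p under 0.05 was found for 1643 probe sets. SAM called 1 higher and 3 lower on log2 values (estimated false discovery rate 0), and 0 higher and 14 lower on linear values (0.054).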

GO analysis revealed enrichment of genes associated with Mechanistic Target of Rapamycin (mTOR) signalling among those downregulated specifically in the femur at E15 (Fig. 6a,b). 

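The genes that the paper links to mTOR, a kinase that couples nutrients to protein synthesis, were lower as a group in E15 femur than in E15 TBT. Of 14 such genes 11 were measured (ATP5C1, COX6A1, EEF2, FSCN1, NCL, RPL10A, RPL3, RPS4Y1, RPS7, SLC38A3 and TPI1), and all 11 had a log2 difference below 0, with a median of -0.23. RPS4Y1 is the symbol matched through an alias to RPS4X of the paper. The amino acid transporter gene SLC38A3 (probe set 15554404) was 8.20 ± 0.06 in femur (n = 2) and 8.66 ± 0.03 in TBT (n = 3), a log2 difference of -0.46 (SE 0.23, adjusted p = 0.367). The elongation factor gene EEF2 gave -0.11 (SE 0.09, adjusted p = 0.619) and RPL3 -0.09 (SE 0.08, adjusted p = 0.608), values that turn to 0.004 and 0.003 with quantile normalization. MTOR itself (probe set 15470270) was 7.96 ± 0.04 in femur and 8.03 ± 0.05 in TBT (log2 difference -0.07, SE 0.10, adjusted p = 0.789).

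None of the 11 genes passed over all probe sets and 1 passed when adjusted over the list alone. As a list they were lower (adjusted p = 2e-05, or adjusted p = 0.0161 with an estimated correlation), with a blocked median of -0.35 (adjusted p = 0.000194). The study chose this list from the same arrays, so it is not independent evidence. Leukocyte and osteoclast markers past the filter, 11 of 20 on the array, were lower in the femur too (11 of 11 below 0, median -0.38, adjusted p = 0.00285, or adjusted p = 0.328 with an estimated correlation). They mostly belong to other cells than chondrocytes, though MMP9 is also in the hypertrophic chondrocyte list. From the mTOR-associated genes among those lower in the femur, the paper proposes that mTOR modulates growth in the elements that respond to movement.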

The mTOR complex has diverse roles in the regulation of cell proliferation and growth and in our analysis appears to be the primary pathway altered between the femur and TBT elements at E15, suggesting it may regulate the emergence of limb proportions by specifically modulating the growth of those elements sensitive to movement.

We further sought to identify whether the genes which are associated with the acquisition of “mechano-responsive” cartilage growth are also involved in the mechano-sensory process, and in coordinating the growth response to mechanical stimuli. We compared gene expression in the femur and TBT elements in control and DMB-treated limbs at E15. 

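With immobilisation, none of the 11 measured mTOR-associated genes passed the threshold in femur or TBT, over all probe sets or over the list alone. In the femur 8 were above and 3 below control (median log2 change 0.14, adjusted p = 0.117), and in the TBT 5 were above and 6 below (median 0.00, adjusted p = 0.573). MTOR gave 0.05 (SE 0.10, adjusted p = 0.848) in femur and 0.00 (SE 0.09, adjusted p = 1) in TBT, and the femur value turns to -0.05 without E15 immobilised femur replicate 3. Ribosomal protein genes were higher in the immobilised femur (44 of 48 above 0, median 0.15, adjusted p = 7.53e-07, or adjusted p = 0.481 with an estimated correlation), where 2 rose and 1 fell, or 7 and 1 over the list alone. RPLP1 rose in the femur from 11.01 ± 0.04 (n = 2) to 11.41 ± 0.19 (n = 3), by 0.40 (SE 0.10, adjusted p = 0.0297). The study picked RPLP1 and some other ribosomal genes for lower values in these femur controls, so a rise follows in part from that choice. In the TBT the ribosomal median was 0.04 (adjusted p = 0.0991). Within code 07 (1 immobilised array) it was 0.07 with 39 above and 9 below 0, and within code 09 (1 control array) 0.087 with 34 above and 14 below. Of 16 genes of glycolysis and lactate or glucose transport 4 fell in femur (list adjusted p = 0.0089, or adjusted p = 0.23 with an estimated correlation) and 3 in TBT (list adjusted p = 0.000102, or adjusted p = 0.0443 with an estimated correlation). Lactate dehydrogenase A (LDHA) fell from 12.44 ± 0.01 (n = 2) to 11.90 ± 0.18 (n = 3) in femur (log2 change -0.54, SE 0.10, adjusted p = 0.00347). In TBT it fell from 12.47 ± 0.02 to 12.10 ± 0.10 (n = 3 each; -0.37, SE 0.09, adjusted p = 0.0188). The lactate transporter gene SLC16A3 gave -0.47 in femur (adjusted p = 0.0411, blocked 0.0544) and -0.42 in TBT (adjusted p = 0.0337, blocked 0.0546).

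The glycolysis list had a median of -0.13 in femur, with 5 fallen over the list alone. In TBT it was -0.21, with 5 fallen and 1 risen over the list alone. Within codes 07 and 09 the TBT median was -0.235 and -0.17. The effect of immobilisation on the mTOR-associated genes, femur minus TBT, had a median of 0.165 with 10 of 11 above 0 (adjusted p = 0.0121, or adjusted p = 0.105 with an estimated correlation). This contrast holds the same E15 controls from which the study chose the genes as lower in femur, so a value above 0 follows in part from that choice. RPLP1 is not called without E15 control femur replicate 1 (adjusted p = 0.199) or 2 (adjusted p = 0.145) or immobilised femur replicate 2 (adjusted p = 0.0975). LDHA is not called in femur without control femur replicate 2 (adjusted p = 0.0545), nor in TBT without E15 control TBT replicate 3 (adjusted p = 0.0579) or immobilised TBT replicate 2 (adjusted p = 0.0941). SLC16A3 is not called in femur without control replicate 1 or 2 or immobilised replicate 1 or 2 (adjusted p = 0.0688 to 0.22), nor in TBT without any array but control replicate 2 (adjusted p = 0.0507 to 0.155).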

The mTOR associated genes identified by the previous comparison were not significantly altered in their expression in either the femur or TBT in response to drug-induced immobilisation. In contrast, we found that a number of traditionally ‘myogenic’ genes associated with MEF2c were downregulated in both the femur and TBT in response to immobilisation (Fig. 7a). These genes are associated with actin-mediated cell contraction and have previously been implicated in the mechano-transduction process during embryonic limb growth^44^. However, although the skeletal muscle genes downregulated in response to immobilisation were very similar between limb elements, a number of genes associated with the regulation of chondrogenesis were altered in expression in the femur but not the TBT. 

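Genes of the skeletal muscle sarcomere fell with immobilisation in both femur and TBT. The skeletal muscle actin gene ACTA1 (probe set 15496446) fell from 9.17 ± 0.35 (n = 2) to 6.87 ± 0.40 (n = 3) in femur and from 9.41 ± 0.36 to 6.85 ± 0.37 (n = 3 each) in TBT, a log2 change of -2.3 (SE 0.27, adjusted p = 8.72e-05) and -2.56 (SE 0.24, adjusted p = 7.38e-06). TTN (probe set 15532695), the giant spring protein of the sarcomere, changed by -3.32 (SE 0.69, adjusted p = 0.0103) and -3.24 (SE 0.62, adjusted p = 0.00465). Myosin-binding protein MYBPC1 gave -3.16 (SE 0.45, adjusted p = 0.000474) and -3.65 (SE 0.40, adjusted p = 3.41e-05). Cardiac actin ACTC1 gave -2.73 (SE 0.60, adjusted p = 0.0139) and -2.44 (SE 0.54, adjusted p = 0.0119). MSC, a transcription factor that represses muscle genes, gave -3.17 (SE 0.28, adjusted p = 4.99e-06) and -3.15 (SE 0.25, adjusted p = 2.14e-06). MEF2C, a transcription factor in both the myogenic and the hypertrophic chondrocyte list, changed at the mRNA level by 0.04 (SE 0.13, adjusted p = 0.915) and -0.21 (SE 0.12, adjusted p = 0.362). Its femur value turns to -0.085 without E15 immobilised femur replicate 2. The mRNA does not measure MEF2C activity, which the paper infers from other genes. Of 9 myogenic regulators only EYA4, a transcription cofactor, passed, with rises of 0.57 (SE 0.16, adjusted p = 0.0444, blocked 0.0507) and 0.52 (SE 0.14, adjusted p = 0.0338, blocked 0.078), and the list had medians of 0.105 (adjusted p = 0.67) and -0.17 (adjusted p = 0.481).

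Of 58 skeletal muscle genes named on the array, 37 were past the filter, and the counts cover these only. Of these 37 skeletal muscle genes 36 were below control in femur (median -1.05, adjusted p = 6.05e-21, or adjusted p = 0.188 with an estimated correlation), and 18 fell, or 25 over the list alone. In TBT 37 were below control (median -1.28, adjusted p = 6.1e-28, or adjusted p = 0.0443 with an estimated correlation), and 22 fell, or 27 over the list alone. Within codes 07 and 09 the TBT median was -1.34 and -1.59. The effect in femur minus TBT had a median of 0.16 (adjusted p = 0.172). Of 30 fibrous tissue markers 1 rose and 3 fell in each element, with list medians of 0.08 in femur (adjusted p = 0.836) and 0.03 in TBT (adjusted p = 0.444). Within code 07 the TBT median of these markers was 0.105 (17 above and 13 below 0), and within code 09 it was -0.307 (8 above and 22 below). Among them the tendon gene TNMD rose by 1.17 (SE 0.25, adjusted p = 0.0128) in femur and 1.12 (SE 0.23, adjusted p = 0.00629) in TBT, while the fibrous matrix gene DPT (probe set 15390985) fell, at -3.18 (SE 0.35, adjusted p = 5.57e-05) and -3.21 (SE 0.31, adjusted p = 9.02e-06). Calls in femur are lost for TTN without E15 control femur replicate 2 (adjusted p = 0.151), for ACTC1 without control femur replicate 1 (adjusted p = 0.0687) or 2 (adjusted p = 0.154) or immobilised femur replicate 2 (adjusted p = 0.0559), and for TNMD without control femur replicate 2 (adjusted p = 0.184) or immobilised femur replicate 1 (adjusted p = 0.0515). EYA4 is lost in femur without control replicate 1 or 2 or immobilised replicate 1 or 2 (adjusted p = 0.0796 to 0.246), and in TBT without control replicate 3 or any immobilised replicate (adjusted p = 0.0622 to 0.201). In TBT the ACTC1 call is lost without immobilised TBT replicate 1 (adjusted p = 0.052) or 3 (adjusted p = 0.0554).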

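Genes of the actin cytoskeleton outside striated muscle changed far less with immobilisation than the sarcomere genes. Myosin light chain kinase MYLK (probe set 15537434), which starts contraction of smooth muscle and non-muscle cells, rose from 7.86 ± 0.12 (n = 2) to 8.86 ± 0.25 (n = 3) in femur (log2 change 0.99, SE 0.18, adjusted p = 0.00453). In TBT it rose from 7.73 ± 0.24 to 8.51 ± 0.11 (n = 3 each; 0.78, SE 0.17, adjusted p = 0.00901). In TBT the smooth muscle actin gene ACTG2 fell from 6.05 ± 0.49 to 5.21 ± 0.19 (-0.84, SE 0.18, adjusted p = 0.00832) and the myosin light chain gene MYL9 from 7.51 ± 0.21 to 6.90 ± 0.10 (-0.61, SE 0.14, adjusted p = 0.0187). Of the 27 measured actin genes, 15 were above and 12 below control in femur (median 0.04, adjusted p = 0.53). In TBT 6 were above and 21 below (median -0.09, adjusted p = 0.0295, or adjusted p = 0.167 with an estimated correlation).

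MYLK in femur, and MYLK, ACTG2 and MYL9 in TBT, were the only members that passed, over all probe sets and over the list alone. The effect in femur minus TBT had a median of 0.11 (adjusted p = 0.00437, or adjusted p = 0.0732 with an estimated correlation). Within codes 07 and 09 the TBT median was -0.065 and -0.055. The TBT list call is lost without E15 control TBT replicate 2 (adjusted p = 0.0805) or immobilised TBT replicate 1 (adjusted p = 0.0511) or 2 (adjusted p = 0.0559). MYLK is not called in femur without control femur replicate 1 (adjusted p = 0.0718), nor in TBT without control TBT replicate 3 (adjusted p = 0.0651). MYL9 is not called without control TBT replicate 2 (adjusted p = 0.0689) or 3 (adjusted p = 0.0829) or immobilised TBT replicate 1 (adjusted p = 0.074) or 2 (adjusted p = 0.0611).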

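IFITM5 and TMEM119, known from osteoblasts, responded to immobilisation differently in femur and TBT. The osteoblast membrane protein gene IFITM5 (probe set 15513736) rose from 8.95 ± 0.23 (n = 2) to 9.92 ± 0.06 (n = 3) in femur (adjusted p = 0.011) and fell from 9.17 ± 0.34 to 8.23 ± 0.26 (n = 3 each) in TBT (adjusted p = 0.00539). The test of the effect in femur minus TBT gave 1.92 (SE 0.28, adjusted p = 0.00596, blocked 0.00613). TMEM119, which promotes osteoblast differentiation, was 8.96 ± 0.10 and 9.46 ± 0.13 in control and immobilised femur and 9.05 ± 0.09 and 8.40 ± 0.13 in TBT (1.15, SE 0.14, adjusted p = 0.00342, blocked 0.00489). The bone and cartilage phosphatase gene PHOSPHO1 gave 1.54 (SE 0.29, adjusted p = 0.038, blocked 0.0583) and the homeobox gene DLX3 1.53 (SE 0.26, adjusted p = 0.0261, blocked 0.0539). CDH2, the N-cadherin of condensing cartilage, gave 0.99 (SE 0.19, adjusted p = 0.0393, blocked 0.077). BMP4 gave 1.07 (SE 0.25, adjusted p = 0.123). The 32 cartilage matrix and chondrocyte identity genes had a median of 0.05 in femur (adjusted p = 0.247), where the matrix gene VIT rose by 1.13 (SE 0.31, adjusted p = 0.0453, blocked 0.0532). In TBT it was 0.08, where CRISPLD1 rose by 0.53 (SE 0.12, adjusted p = 0.0167), or 4 over the list alone (list adjusted p = 0.0295, or adjusted p = 0.412 with an estimated correlation). Hypertrophic chondrocyte markers had a median of 0.08 in femur (adjusted p = 0.53) and -0.36 in TBT, where ALPL and ANKH fell, or 7 fell and 2 rose over the list alone (list adjusted p = 0.00337, or adjusted p = 0.167 with an estimated correlation).

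In femur 208 probe sets rose and 275 fell, and in TBT 317 rose and 315 fell. With probe sets of identical values counted once, 137 fell in both elements where 7.25 are expected if the elements were independent, and 49 rose in both where 6.18 are expected. The group means of the elements share no array, and 7 probe sets went opposite ways. Both tests take the spread of a probe set from the same fit over all arrays, so they are not independent. The expected counts ignore this and can be too low. Whether femur and TBT pools came from the same embryos is not stated in the sources used here. Only 20 probe sets, 18 higher and 2 lower, passed the test of a different effect in the elements, and 9 did so blocked. This count is 0 without E15 control femur replicate 1 (IFITM5 adjusted p = 0.0826, TMEM119 0.0737), and without other arrays it is as low as 6 (E15 control TBT replicate 3). The pyrophosphate transporter gene ANKH fell in both elements (-0.60 in femur, SE 0.14, adjusted p = 0.0188, and -0.76 in TBT, SE 0.12, adjusted p = 0.00124), while STC1 rose in femur by 0.89 (SE 0.20, adjusted p = 0.0149). In femur ANKH is lost without control femur replicate 1 (adjusted p = 0.119) or 2 (0.138) or immobilised femur replicate 2 (0.0688), STC1 without control femur replicate 1 (0.0629) or 2 (0.169), IFITM5 without control femur replicate 1 (0.156) and VIT without any of the 5 arrays (0.0727 to 0.282). CRISPLD1 is lost without control TBT replicate 3 (0.106) or immobilised TBT replicate 1 (0.0866), and ALPL without control TBT replicate 3 (0.136) or immobilised TBT replicate 1 (0.0829) or 3 (0.0723). PHOSPHO1, DLX3 and CDH2 are each lost without most of the single arrays. The femur count falls to 180 without E15 control femur replicate 1, 118 without control femur replicate 2 and 314 without immobilised femur replicate 2. The TBT count falls to 280 without E15 control TBT replicate 3, and to 349, 327 and 350 without immobilised TBT replicates 1, 2 and 3. The cartilage matrix call in TBT is lost without control TBT replicate 2 (adjusted p = 0.165) or immobilised TBT replicate 2 (adjusted p = 0.0775). SAM called 13 higher and 45 lower in femur and 114 higher and 281 lower in TBT on log2 values.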

Upstream analysis, which statistically links a combined pattern of up/down regulated set of RNAs with pre-existing signatures of drug or protein induced transcriptional responses^45^,^46^, identified that these changes are consistent with increased Wnt3a activity in the femur in response to immobilisation (Figs 5 and 7b,c). 

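Among the 18 measured genes of 21 that the paper links to Wnt3a, WNT5A and ARHGAP18 rose in the immobilised femur, and other genes fell in the immobilised TBT. ARHGAP18 rose in femur by 0.905 (SE 0.145, adjusted p = 0.00151, blocked 0.00289). In femur the Wnt ligand gene WNT5A rose from 7.90 ± 0.11 (n = 2) to 8.38 ± 0.04 (n = 3), by 0.47 (SE 0.13, adjusted p = 0.047, blocked 0.0519). In TBT the hyaluronan receptor gene CD44 (probe set 15515358) fell from 8.67 ± 0.32 to 7.20 ± 0.25 (n = 3 each), a log2 change of -1.47 (SE 0.19, adjusted p = 0.000153). BMP4 (probe set 15524762) fell in TBT from 6.59 ± 0.05 to 5.59 ± 0.12 (-1.0, SE 0.17, adjusted p = 0.00176), and was 6.52 ± 0.01 and 6.59 ± 0.27 in control and immobilised femur. CDH2 (probe set 15461872) fell in TBT by 0.50 (SE 0.13, adjusted p = 0.0265, blocked 0.0546). The matrix gene TNN gave -1.0 (SE 0.27, adjusted p = 0.0381), the phosphatase ALPL -0.74 (SE 0.18, adjusted p = 0.022) and the Wnt target WISP1 -0.71 (SE 0.16, adjusted p = 0.0147). The beta-catenin gene CTNNB1 changed by -0.09 (SE 0.10, adjusted p = 0.703) in femur and 0.16 (SE 0.09, adjusted p = 0.384) in TBT, and no probe set used here is annotated to WNT3A. The paper infers Wnt3a and CTNNB1 activity from other genes, and mRNA does not measure it.

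The list had a median of 0.145 in femur with 14 of 18 above 0 (adjusted p = 0.11), and 2 rose, or 4 rose and 1 fell over the list alone. In TBT the median was -0.09 with 11 below 0 (adjusted p = 0.0155, or adjusted p = 0.167 with an estimated correlation), and 6 fell, or 7 fell and 1 rose over the list alone. The effect in femur minus TBT had a median of 0.41 with 15 of 18 above 0 (adjusted p = 3.1e-06, or adjusted p = 0.0333 with an estimated correlation, blocked median 0.455). In the same contrast osteoblast and periosteum markers gave 0.45 (adjusted p = 1.34e-07, or adjusted p = 0.069 with an estimated correlation), erythroid markers 0.50 (adjusted p = 0.00368, or adjusted p = 0.105 with an estimated correlation), and leukocyte and osteoclast markers 0.24 (adjusted p = 0.0497, or adjusted p = 0.57 with an estimated correlation, blocked 0.0599, lost without most of the single arrays). The study chose the Wnt3a list from these arrays, so it is not independent evidence. The 40 genes of Wnt ligands, receptors, antagonists and feedback targets had medians of 0.08 in femur (adjusted p = 0.247) and 0.08 in TBT (adjusted p = 0.45). Osteoblast and periosteum markers had a median of -0.35 in TBT, where 7 of 20 fell, or 10 fell and 1 rose over the list alone (adjusted p = 0.000136, or adjusted p = 0.167 with an estimated correlation). In femur their median was 0.17 (adjusted p = 0.153). WNT5A is not called without any of its 5 arrays (adjusted p = 0.0751 to 0.311), nor are TNN and CDH2 without any TBT array but control replicate 2 (adjusted p = 0.0536 to 0.2). ALPL is lost without E15 control TBT replicate 3 (adjusted p = 0.136) or immobilised TBT replicate 1 (adjusted p = 0.0829) or 3 (adjusted p = 0.0723), WISP1 without immobilised TBT replicate 1 (adjusted p = 0.0562), and the TBT list call without control TBT replicate 2 (adjusted p = 0.126).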

Our data suggest that genes associated with actin-mediated cell contraction are regulated in chondrocytes by embryo movement and may, as previously suggested^44^, contribute to sensing and transducing mechanical signals. Our data also suggest that Wnt3a is involved in coordinating chondrocyte responses to embryo movement in growth plate cartilage. However, such regulation of growth by movement only occurs in limb elements which have lower intrinsic mTOR pathway activity. 

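Mean scores per array show the 3 gene groups side by side. In E15 femur the mTOR-associated score was -0.161 ± 0.011 (SD, n = 2) against 0.070 ± 0.004 (n = 3) in E15 TBT, and it was -0.071 ± 0.029 and 0.022 ± 0.012 (n = 3 each) after immobilisation. The skeletal muscle score went from -0.134 ± 0.213 (n = 2) to -1.413 ± 0.324 (n = 3) in femur and from -0.061 ± 0.398 to -1.486 ± 0.215 (n = 3 each) in TBT. The Wnt3a network score went from 0.158 ± 0.026 (n = 2) to 0.309 ± 0.052 (n = 3) in femur and from -0.059 ± 0.110 to -0.294 ± 0.032 (n = 3 each) in TBT. In an exact permutation test the mTOR difference between femur and TBT at E15 was -0.231 (p = 0.2, the smallest that 2 against 3 arrays allow). The muscle difference was -1.279 in femur (exact permutation p = 0.2) and -1.426 in TBT (exact permutation p = 0.1, the smallest that 3 against 3 arrays allow). Adjusted over 50 such tests these p-values are 0.417, 0.417 and 0.333, so the scores show the arrays and decide nothing alone. The paper proposes roles for genes of actin-mediated contraction and for Wnt3a in the response to movement, and states that movement regulates growth only in elements with lower intrinsic mTOR activity.

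**Figure D1:**
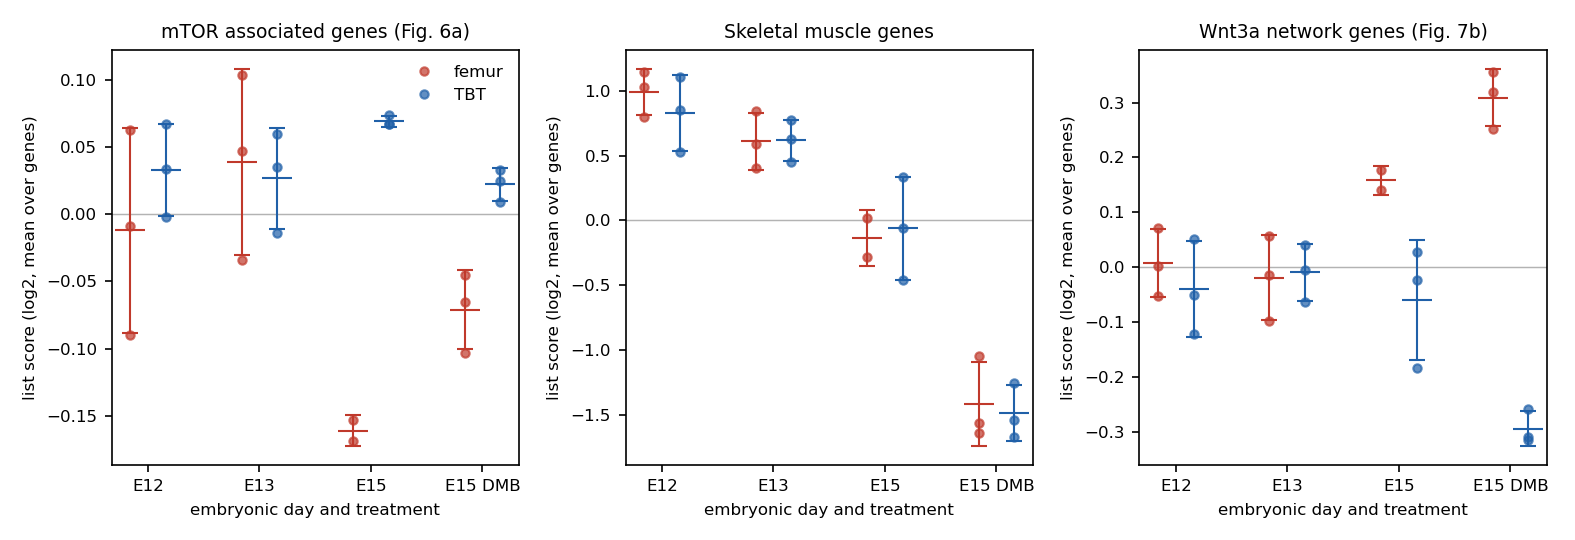
List scores per array for mTOR-associated genes (left), skeletal muscle genes (middle) and Wnt3a network genes (right) in controls at E12, E13 and E15 and in embryos immobilised with decamethonium bromide (DMB) at E15. A score is the mean over the list of each gene's log2 value minus its mean over all 23 arrays. Femur is red and TBT blue; points are arrays and bars are means ± SD.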

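Genes that encode mTOR complex members and the proteins that regulate them differed little between E15 femur and E15 TBT. Of 33 measured, 22 were below 0 with a median log2 difference of -0.08 (adjusted p = 0.0768). None passed over all probe sets, and 1 higher and 1 lower passed over the list alone. With immobilisation 3 of the 33 rose in femur, all of them in insulin signalling or amino acid uptake upstream of mTOR. The insulin receptor substrate gene IRS2 rose from 4.36 ± 0.50 (n = 2) to 5.72 ± 0.24 (n = 3), by 1.35 (SE 0.33, adjusted p = 0.0269). Both IRS2 means lie below the array medians of 5.78 to 5.85. PIK3R1, the regulatory subunit of PI3 kinase, rose from 7.90 ± 0.06 to 8.47 ± 0.16, by 0.57 (SE 0.15, adjusted p = 0.038), and the leucine transporter gene SLC7A5 from 8.70 ± 0.16 to 9.28 ± 0.39, by 0.57 (SE 0.15, adjusted p = 0.0393). In TBT PIK3R1 alone rose, from 7.76 ± 0.25 to 8.29 ± 0.06 (n = 3 each), by 0.53 (SE 0.13, adjusted p = 0.0259, blocked 0.0565). The list medians were 0.01 in femur (adjusted p = 0.435) and -0.03 in TBT (adjusted p = 0.45), and over the list alone 1 gene also fell in femur. Leaving out single arrays ends each call: IRS2 without E15 control femur replicate 1 or 2 or immobilised femur replicate 1 or 3 (adjusted p = 0.0539 to 0.295), PIK3R1 in femur without either control or immobilised femur replicate 1 or 2 (0.0807 to 0.224), and SLC7A5 without either control or immobilised femur replicate 1 or 3 (0.105 to 0.31). PIK3R1 in TBT is lost without any array but control TBT replicate 2 (0.0603 to 0.149). Between femur and TBT at E12/13 the MTOR gene differed by -0.01 (SE 0.06, adjusted p = 0.991). These are mRNA levels and do not measure the activity of the kinase.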

Our analysis did not reveal which effectors of mTOR were responsible for the differences in intrinsic activity.

## Discussion

Our data provide evidence to support the hypothesis that the environment influences developmental pathways to produce phenotypic variation in limb form during embryonic development. Altered embryo behaviour and growth in response to incubation temperature in West African Dwarf crocodiles results in the emergence of hindlimb proportions that may, in turn, influence locomotor performance upon hatching, as well as survival in varying environments^9^,^12^,^47^. There are unfortunately no studies describing adaptive differences in extant crocodilian morphology to warmer or cooler environments. Nonetheless, similar correlation between limb length relative to body size and latitude (which is strongly linked to climate) has been observed in extant lizards^7^, suggesting that there is scope for such adaptive prenatal changes to occur in ectothermic, oviparous species. We observed that hind limbs in less motile embryos incubated at 28 °C were shorter when corrected for overall body size, with relatively shorter tibiae but longer digits compared to those incubated at 32 °C. Extant crocodilian embryos have been shown to scale limb proportions isometrically with body size after the very earliest stages of development, with negative allometry in the zeugopod (ulna) and positive allometry of the forelimb autopod providing the exceptions to this general isometric scaling^48^. A study which quantified the contribution of the femur, tibia and 3rd metatarsal to total limb length (digits were excluded) in *Alligator mississippiensis* from 8 days into incubation until hatching age (~70 days) showed that throughout prenatal ontogeny, the femur consistently contributes 43%, tibia 36% and 3rd metatarsal 21% to limb length, suggesting that their proportions do not to change^39^. Applying these methods of comparison to our data, we find that the values calculated from *Osteolaemus* embryos incubated at 32 °C are similar, with the femur contributing 40 ± 0.3%, tibia 39 ± 0.7% and metatarsal 21 ± 0.8% to total limb length. There are some differences in the values calculated from embryos incubated at 28 °C, in which the femur contributes 41 ± 1.1%, tibia 34 ± 0.9% and metatarsal 24 ± 0.9%. It remains to be established whether all autopod elements adhere to such isometric scaling during Osteolaemus ontogeny, but we speculate that it is unlikely that the differences observed in the relative length of the digits between embryos incubated at 28 °C and 32 °C can be explained solely on the basis that development is delayed.

The number of crocodile embryos available limited our study to a single time-point. To date, most studies into the embryonic development and limb scaling of crocodilians have focused on *Alligator mississippiensis*, likely due to their availability. Further studies to monitor limb growth throughout prenatal ontogeny in other species like *Osteolaemus* are required to fully understand how incubation temperature influences limb scaling in other crocodilians. However, the trend for isometric scaling of hindlimb proportions in *Alligator* suggests that the shorter tibiae and longer digits of *Osteolaemus* incubated at relatively cool temperatures may be due to differential regulation of limb growth at this temperature.

The observed reduction in hindlimb length relative to body size, and the proportional shortening of zeugopod and lengthening of autopod elements in crocodile embryos incubated at low temperatures, could be extrapolated to produce more “paddle-like” limbs in an extreme case. This has remarkable correspondence to limb adaptations to more aquatic environments observed in extinct crocodylomorphs (e.g. those adapted to more aquatic environments such as thalattosuchians show a trend for reduced zeugopod elements, including ulna, tibia and fibula^49^). The fossil record indicates that climate may have driven phenotypic diversity in crocodilian-line archosaurs, with less diverse, more terrestrial adaptations occurring at latitudes closer to the equator, while a greater range of diversity was associated with higher latitudes^18^. Correlation between morphology (i.e. limb length) and latitude/climate has also been reported in other reptiles and is reminiscent of Allen’s rule in mammals^7^,^8^,^50^. Direct regulation of cartilage growth by temperature has recently been proposed as a potentially comprehensive explanation for reduced extremity length and altered limb proportions in cooler climates^51^. However, direct temperature regulation of limb element growth does not fully explain the proportions we observe in the less motile crocodile embryos incubated at cooler temperatures. Although absolute growth of all elements was reduced at the lower 28 °C incubation temperature and a proportional reduction was seen in zeugopod length, the most peripheral autopod elements, which we would expect to be most severely ‘shortened’ by temperature regulation of cartilage growth, are instead proportionally elongated, rather than shortened. We suggest that mechanical regulation of embryonic bone growth also contributes to the variation in limb form seen in different climates by differentially regulating the growth of individual limb regions.

Pharmacological immobilization of embryonic chickens revealed that modulation in pelvic limb growth can be achieved by alteration of embryo motility alone, independent of incubation temperature. Our data suggest that this can be achieved via selective targeting of chondrocyte proliferation and progression in specific growth plates by embryo movement, to achieve changes in limb proportions. Our findings suggest that embryo motility acts to regulate limb proportions by exerting a differential impact on the growth of individual limb regions. This supports the findings of previous studies which showed that the impact of immobilisation on the growth of embryonic limb elements is complex, differs in individual limb regions and is partially dependent on the day at which immobilisation commences^23^,^24^,^35^,^36^,^52^. Previous studies by Lamb, *et al*.^36^ and Heywood, *et al*.^21^ which also reported an impact on limb length at E14 or later are consistent with this view. In contrast, Hosseini and Hogg^23^ reported an impact on femur and TBT/tibia length from E11 but did not observe any alteration in growth cartilage volume until 3 days later, at E14. Germiller and Goldstein^55^, on the other hand, showed an impact on element length and proliferation, without any changes in growth plate zone widths later than E11, from E13 onwards. Our use of 5μm resolution microCT to make measurements of element length found a significant impact of embryo movement only after E14. Despite examining limb growth in response to immobilisation across a very extensive period spanning E8–E20, these studies together appear to identify a comparatively short developmental period (potentially from E11 to E14) when sensitivity to movement commences. This variation may reflect inaccuracies introduced by the different methods used for measuring limb length, variation in the incubation temperature maintained between studies, the difficulty of accurately staging immobilised embryos (to allow for consistency) or even variation in growth rate between strains of domestic chicken used.

We observed that in limb elements which are not growing rapidly (e.g. the chicken femur between E15–18, Fig. 3), there is little scope to alter growth in response to immobilization. However, the differential impact of movement on each limb region cannot be fully explained by the region’s growth rate alone; e.g. the length of the TMT in chicks is severely affected by immobilization, even at developmental stages when other elements are growing more rapidly. Furthermore, our data suggest that “mechano-responsiveness” of longitudinal limb growth is not always a feature of ontogeny but is acquired during development. Our longitudinal data gathered from MRI analysis support the notion that different limb elements acquire mechanically-driven plasticity in growth at different stages. The developmental delay introduced by our imaging protocol means that we cannot ascertain exactly when mechano-sensitive growth is likely acquired in each limb element during normal chick development, but it certainly seems to differ within each of the individual stylopod, zeugopod and autopod limb regions. This developmental delay was ascertained by staging of control embryos after 4 days of MRI imaging, at E18, according to the Hamburger and Hamilton staging series^42^. Staging of DMB-treated embryos using this method was not possible as the growth of the traditional anatomical landmarks upon which the grading of late stages is based (beak and 3^rd^ digit length) is influenced by embryo immobilisation. However, we observed no difference in eye diameter (chosen as a gross index of skull development, as previous studies have identified that the growth of craniofacial bones is not influenced by embryo paralysis^54^) between control and immobilised embryos, which suggests that embryo paralysis does not cause an overall developmental delay but rather influences the growth of selected musculoskeletal elements. Investigating the impact of immobility on chick growth plate dynamics confirmed an impact of altered movement in the distal femur and TMT, but not in either TBT growth plate by E14, suggesting that differences in responsiveness to mechanical stimuli are instead intrinsic to different limb regions. The impact of altered motility on each individual element, however, differs between the chicken and crocodile species considered in this study.

Our analysis identified a population of cells in the proliferative zone of specific growth plates which progress slowly through the cell cycle in the absence of movement, and that cell cycle progression is accelerated to complete mitosis, and later differentiate, upon embryonic limb movement. A deficit in hypertrophic expansion, which appears to be secondary to the impact on proliferation, is also observed in the absence of normal mechanical input. The IGF-1-dependent phase of hypertrophy in particular is known to underpin the differential growth of limb elements in species which exhibit dramatic differences in limb proportions^56^; our data highlight that this may also be subject to regulation by movement depending on the intrinsic level of activation of canonical growth regulating pathways.

Transcriptional profiling by microarray analysis offers an explanation for why the growth of some elements is more severely affected by embryo immobilisation than others at the time-points chosen for this study. The inducible nature of pharmacological immobilisation of embryonic chicks, coupled with longitudinal monitoring of limb growth, allowed us to identify factors that determine whether a limb element is capable of responding to mechanics during prenatal growth. Previous embryo immobilisation studies have identified genes potentially involved in mechano-sensation and transduction and the response of embryonic limb growth to paralysis^44^. It was not possible in this study to separate the influence of spontaneous neuronal activity on gene expression from the consequent muscle activity that it stimulates. There are compounds which may be used to increase the frequency of embryonic movement, such as 4-aminopyridine, but these also provoke actions at the neuromuscular junction. However, the cytoskeleton-associated genes which we found to be altered in expression in immobilised limbs (Fig. 7a) have previously been implicated in chondrocyte mechano-transduction *in vitro*^57^,^58^, suggesting that this response at least is not dependent upon neuronal activity. Perhaps with the advent of newer methods for non-invasive imaging and monitoring of embryo movement *in ovo*^39^,^59^,^60^ it will be possible to better distinguish the contributions from muscle-induced mechanical stimuli from those induced by spontaneous neuronal activity.

Our analysis suggests that mechano-sensation and the growth response to mechanical stimuli can be de-coupled, and that additional factors exist which determine whether a growth response to mechanical stimuli will occur in individual limb regions. One such factor appears, on the basis of our transcriptional profiling of these elements, to be the intrinsic degree of mTOR pathway related activity.mTOR is a known regulator of the cell cycle and forms two multi-protein complexes known as mTORC1 and mTORC2, which perform different functions (Rokutanda, Fujita *et al*. 2009, Guan, Yang *et al*. 2014). mTORC1 is known to regulate protein synthesis in response to intrinsic factors such as nutrient and growth factor availability (Chen and Long 2014). The function of mTORC2 is less well characterised, but is also thought to regulate cellular metabolism through activation of Akt/PKB, and may play a role in cell adhesion or cytoskeletal organisation due to its stimulation of cytoskeletal-associated genes including paxillin and F-actin (Chen, Holguin *et al*. 2015). These complexes therefore function to integrate aspects of energy metabolism with the translation of mRNA during cell division. mTOR has previously been implicated as a regulator of chondrocyte proliferation and differentiation; the Akt-mTOR pathway positively regulates chondrocyte proliferation, maturation, matrix production and growth during skeletal development (Rokutanda, Fujita *et al*. 2009). There are, however, conflicting reports on the role of mTORC in the growth plate, with some studies reporting that inhibition of mTORC results in impaired chondrocyte proliferation, while others report only an impact on hypertrophy (Yang, Yang *et al*. 2013, Guan, Yang *et al*. 2014). These differences may reflect the relative impact on mTORC1 and mTORC2 signalling following mTOR inhibition. In our analysis, evidence for significantly lower mTOR pathway activity in the femur but not the TBT at E15 coincides with our findings showing onset of mechanosensitive growth in the femur only. These analyses also reveal a lack of any significant modification in transcriptional signature across E12 and E13 in the TBT and femur, suggesting that no marked change in their behaviour is likely to have occurred during this earlier timeframe. We propose that reduced mTOR-stimulated growth, likely to occur in response to other intrinsic factors such as nutrient availability, confers the ability for cells to be influenced by external, mechanical cues.

Activation of mTOR itself has also been shown by previous studies to be regulated by mechanical stimuli. Its activation is stimulated by cyclic loading in primary growth plate chondrocytes, and has been shown to be reduced in growth cartilage of pharmacologically immobilised chicks at E17 and in cases of postnatal limb immobilisation in humans^52^,^61^,^62^. However, while mTOR activation status appeared lower in the control femur relative to TBT at E15, the expression of genes associated with the mTOR pathway were not altered by immobilisation at E15 in our study; i.e. the difference between E15 femur and TBT was intrinsic to the femur and appears insensitive to gross changes in movement. This suggests that mTOR is likely not directly responsible for mechano-responsive growth. Rather, reduction in its activation in the femur may instead allow the influence of other factors, such as movement, to impact on growth. This is consistent with our observed changes in the expression of cytoskeletal genes associated with actin-mediated cell contraction with immobilisation in both TBT and femur, which previous studies have identified as a potential mediator in ‘*sensing*’ or transducing altered mechanical stimuli^44^. Our examination of changes in gene expression by immobilisation are also consistent with previous studies^44^ in that they suggest that the growth response to immobilisation is likely *coordinated* via Wnt3a activity. Indeed, these Wnt-related changes in expression occur in only the femur with immobilisation, consistent with Wnt’s proposed function in coordinating the growth response to embryo movement.

Thus, differential intrinsic mTOR activity in individual growth plates appears to help determine whether growth responds to external mechanical cues or is regulated only by intrinsic factors such as amino acid availability and growth factors. mTOR’s known regulation of protein synthesis during the cell cycle points to its potential to impact events in the growth plate proliferative zone. Our exploration of immobilisation-induced changes in the proliferative zone suggest that chondrocytes are arrested in the G2 phase of the cell cycle, which involves rapid protein synthesis in preparation for mitosis. Our observation that proliferative zone chondrocytes in the femur reach S phase at a normal rate (they incorporate BrdU during DNA replication) but fail to, or take longer to undergo mitosis strengthens this connection. We therefore propose that developmental downregulation of intrinsic mTOR activity results in reduced growth in the absence of embryo movement, and appears to allow the capacity for mechanical stimuli to instead drive cell cycle progression in the proliferative zone. Previous studies indicate that selection for intrinsic growth regulation can indeed occur at the expense of adaptability to mechanical loading^63^,^64^, although it is currently not clear how mTOR signalling would interact with Wnt3a mediation of the growth response (this need not be a direct interaction). Selection for different levels of intrinsic mTOR activity may offer an explanation for why different elements are more susceptible to growth regulation by mechanical stimuli in different species, such as the chicken and crocodile considered in this study.

In mammals, and to a lesser extent birds, the embryonic environment is controlled by a parent and, in the absence of pharmacological intervention or pathology, this appears to secure an optimal range of embryo motility to produce suitable limb forms, although at a major metabolic cost to the mother^65^. Many ectothermic oviparous species adopt a different reproductive strategy by producing larger numbers of eggs that are not incubated by a parent^66^. The incubation conditions of these eggs are dependent upon the environment and a single animal may produce multiple clutches of eggs in a season, and/or bury a single clutch of eggs in a nest containing a temperature gradient^67^, thereby increasing the chance that at least some embryos will experience ‘optimal’ incubation conditions. However, our data suggest that the reproductive strategy of these animals does not rely entirely on chance, but that developmental plasticity during the embryonic phase may also engender a robust capacity for the embryos of reptiles such as crocodiles (and perhaps other tetrapod species) to adapt their limb proportions in ways that may be beneficial in their post-hatching environment. Our findings also suggest that regulation of prenatal growth in response to embryo motility is achieved by the control of proliferation in limb growth plates which are specified by a mechanism involving intrinsic reduction in mTOR pathway activation.

## Materials and Methods

### Manipulation of embryo movement

All procedures complied with the Animals (Scientific Procedures) Act 1986 and were approved by the RVC animal welfare and ethical review body.

#### Crocodiles

Crocodile (*Osteolaemus tetraspis*) eggs from a single clutch were obtained from Crocodiles of the World conservation and education centre (Witney, UK) at E10. They were randomly assigned into groups and incubated at 28 °C or 32 °C (n = 3 per group) with 90% relative humidity. *Osteolaemus* are a threatened species not commonly bred in captivity, which limited the number of fertilised eggs available. Prior data indicate a small degree of variation in the limb element lengths of wild crocodilians sampled from the same geographical location^68^. Dupont and Plummer’s method for power and sample size calculations^69^ therefore indicate that the number of embryos required per group to detect a 10% change in limb element length with a power of 0.8 and type I error of 0.05 with varying temperature is ≥1. The chosen temperatures are within the ranges which produce viable, predominantly female hatchlings in captivity.

Embryo movement was monitored at intervals throughout incubation by candling the eggs and recording the number of visible movements during a 3 minute period^20^. Mean frequency of movement values were compared using Welch’s t-test. Embryos were euthanised at E70. Snout to cloaca length was measured with a tape measure and mean values compared by Welch’s t-test. The hindlimbs were removed and fixed in 4% paraformaldehyde.

#### Chickens

Fertilised eggs were incubated at 37 °C with 45% relative humidity. Eggs were ‘windowed’ on E4 using standard protocols^70^,^71^: briefly, a small section of shell and shell membrane were removed using sterile forceps and the shell was resealed with adhesive tape. Chicken embryos were immobilized with decamethonium bromide (DMB), which induces rigid paralysis^35^. Embryos were immobilized between E10–14, 10–18 13–16 and15–18. Sterile filtered 5 mg/ml DMB in 100 μl Tyrode’s solution was injected through the egg window onto the chorioallantoic membrane to induce immobilization. On each subsequent day, 100 μl of 1 mg/ml DMB in TS was administered to maintain paralysis. Embryos were monitored by viewing through the egg window on each day of treatment and any DMB-treated embryos which were not fully paralysed were excluded from the study. Control animals received equivalent volumes of TS. The embryos were euthanized on the final day of treatment, hindlimbs removed and fixed in 4% paraformaldehyde. The sex of chicken embryos used for this study was unknown, but previous studies indicate that sexual dimorphism in the growth of domestic chickens only occurs postnatally; body mass and growth hormone expression do not diverge between males and females until 2–4 weeks post hatching^72^,^73^.

### *Ex vivo* measurements of limb length from microCT scans

Limbs from crocodiles incubated at 28 °C or 32 °C (n = 3) and chickens treated with DMB or TS between E10–14, 13–16 and 15–18 (n = 5 per group) were stained with the contrast agent phosphotungstic acid (PTA) by immersing in a solution of 1% PTA 70% ethanol for 72 hours, to allow visualisation of cartilage by micro-computed tomography (microCT)^74^. Limbs were scanned with a SkyScan 1172 microCT system (Bruker, Belgium) with a resolution of 5 μm, voltage of 40 kv, current of 250 μA, exposure time of 1600 ms and a 0.5 mm aluminium filter. Images were reconstructed using NRecon and whole limb lengths and length of the femur, TBT and TMT elements measured using DataViewer software (Bruker, Belgium). Limb measurements from the different chicken and crocodile groups were compared using Mann-Whitney U-tests and Welch’s t-tests, respectively.

### Noninvasive monitoring of embryonic limb growth *in ovo*

Chicken embryos treated with TS (n = 6) or DMB (n = 4) between E10–18 were imaged daily between E14–18 with a Philips Intera 1.5 T MR system with a SENSE flex spinal coil (Philips Medical Systems). The eggs were cooled for 10 minutes at 4 °C prior to imaging to temporarily reduce embryo movement in TS treated chicks. The eggs were imaged in the dorsal plane using a fast field echo sequence with a flip angle of 60 °C, echo time of 3.41 ms and repetition time of 7.62 ms. Time out of the incubator for imaging did not vary between TS and DMB treated groups. The embryos were euthanized after the final scan on E18 and staged according to the Hamburger and Hamilton staging series^44^ to assess the impact that removing the eggs from the incubator daily and cooling had on embryonic development; staging was based on third digit and beak length, which were measured with digital callipers. The scan images were imported into ImageJ^75^ as image stacks and total limb length and element length were calculated by identifying the most proximal and distal bone points in the image stack^76^. Mann-Whitney U-tests were used to compare the DMB-treated embryo values to controls at each timepoint.

### Sectioning and growth plate histology

Fixed, dissected limbs from embryonic chicks treated with TS/DMB between E10–14 and E10–18 were processed to paraffin for embedding and sectioning. 6 μm sections were stained with Toluidine blue. Sections were imaged using a DM4000B upright microscope and DC500 colour camera, both controlled through Leica Application Suite software version 2.8.1 (all from Leica Microsystems, Milton Keynes, UK). The objective used was a 10x HC PL FLUOTAR PH1 (NA = 0.3). Growth plate zones (proliferating/maturing, prehypertrophic and hypertrophic) were identified based on cell morphology and organisation, measured and expressed as a proportion of the total growth plate width^77^ using ImageJ. All growth plate zones were identified and measured by the same observer, and the growth plate images were temporarily assigned a random ID number unrelated to treatment group during analysis to minimise bias. Mean growth plate widths were compared using Welch’s t-test.

### Assessment of cellular kinetics in the growth plate

We performed immunohistochemistry to detect proliferating cell nuclear antigen (PCNA) and phosphohistone H3 using sections from the distal femoral growth plate of embryonic chicks treated with TS/DMB between E10–14 and −18 (n = 5 per group, full method including antibody dilutions in Supplementary Methods). The epiphysis was divided into 4 zones to assess distribution of PCNA-labelled cells: the articular cartilage, “resting” zone, proliferating zone and prehyperophic/hypertrophic zone. The proportion of PCNA labelled cells to total DAPI labelled cells was calculated in each zone for PCNA, and in a representative view of the growth plate for phosphohistone H3. BrdU incorporation by proliferating cells was assessed in TS/DMB treated embryos at E16, in embryos euthanised 4 hours after BrdU administration (see Supplementary methods). We quantified the number of BrdU-positive cells, expressed as a proportion of total DAPI-labelled cells, in the proliferative zone and prehypertrophic/hypertrophic zones using Image J. Sections were imaged using a DM4000B upright microscope with samples illuminated using an EBQ100 light source and filter cubes A4, L5, and TX2 (all from Leica Microsystems, Milton Keynes, UK) and an AxioCam MRm monochrome camera controlled through Axiovision software version 4.8.2 (Carl Zeiss Ltd, Cambridge, UK). The objectives used were: 5x HC PL FLUOTAR (NA = 0.15); 10x HC PL FLUOTAR PH1 (NA = 0.3). Mean values from control and immobilized limbs were compared using Mann-Whitney U-test.

The size of chondrocytes from the distal femoral hypertrophic zone adjacent to the chondro-osseous junction was assessed in freshly killed chicken embryos treated with TS or DMB between E10–14 and E10–18 (n = 6 in each group). One femur from each chick was removed and bisected sagitally^78^. The tissue was maintained at 37 °C in standard culture media until required, then incubated with 5 μM calcein AM for 15 minutes at 37 °C to fluorescently label viable cells. A representative area from the base of the hypertrophic zone was then collected as an image stack in 3D using an SP5 confocal microscope using Leica Application Suite advanced fluorescence software version 2.6 (Leica Microsystems, Milton Keynes, UK). The objective used was a 40x HCX PL FLUOTAR PH2 (NA = 0.75). The average maximum cell area of calcein AM labelled hypertrophic chondrocytes was quantified from image stacks from representative regions from the hypertrophic zone in control and immobilized chicks ( > 20 cells per growth plate) using ImageJ and compared using Mann-Whitney U-test. Apoptosis was evaluated using TUNEL assay (see Supplementary Methods).

### RNA extraction and Microarray analysis

The hindlimbs were dissected from freshly killed embryos treated with either TS or DMB from E10 onwards. The growth cartilage from the distal femur and proximal TBT was dissected. Any fully ossified bone, bone marrow and red blood cells were excluded. The tissue was snap-frozen by immersing in liquid nitrogen and stored at −80 °C until required. The tissue was not allowed to thaw prior to RNA isolation. The following samples were collected: control femur and TBT RNA from E12, control femur and TBT RNA from E13, control femur and TBT RNA from E15, immobilised femur and TBT RNA from E15 (n = 3 biological replicates in each group. Each biological replicate contained the pooled growth cartilage from 4 individual chicken embryos.

Total RNA was isolated using TRizol^®^ (Life Technologies). RNA was dissolved in 20 μl RNAse-free water. Affymetrix DNA microarrays (Chicken) were processed according to the manufacturer’s protocol (BEA Core facility, Huddinge Hospital, Sweden). From the twenty four samples processed, 1 sample was excluded as an outlier by visually evaluating principal component analysis prior to down-stream analysis. The raw data has been deposited at the Gene Expression Omnibus (accession no.: GSE77412). Aroma.affymetrix^79^ and Bioconductor^80^ packages in R were used to preprocess the CEL files and generate summarized expression matrices. A standard deviation filter (SD = 10) was applied to remove low expressed invariant probe-sets (which reflect background signal or poorly functioning probesets) and this value is array type specific (obtained by first plotting the distribution of SD values). For annotation, the Chicken_Gg_ENST, binary.cdf was used. For comparing various groups an unpaired SAMR (significance analysis of microarrays) analysis was used to estimate the false discovery rate (FDR) using 5,000 permutations. The nearest FDR value to 5% was utilized in the pathway or ontology analysis. There are limitations to the usefulness of pathway or gene ontology (GO) analysis for identifying enrichments of biological functions among genes in a list of regulated genes^81^. Thus, to interpret a significant p-value for GO analysis as being evidence of specific enrichment, the ‘regulated gene list’ (in this case genes with AEU events) must be contrasted with a list of the *detectable* genes in the experiment (and not all the genes in the genome or on the gene-chip). Only when the experimentally regulated list contains enriched p-values well above those observed due to bias did we consider the observation reliable. As well as Ingenuity IPA analysis we utilized GOstats package in R with current GO categories (GO.db) to confirm the IPA analysis. Input gene lists, and related background expression gene lists were used in IPA and GO with an ~5% FDR and no-fold change filter. The latter is used because it is well established that a large number of coordinated but modest gene expression changes can meaningfully underlie shifts in pathway regulation.

## Additional Information

**Accession codes:** Microarray data has been deposited at the Gene Expression Omnibus (accession no.: GSE77412).

**How to cite this article:** Pollard, A. S. *et al*. Limb proportions show developmental plasticity in response to embryo movement. *Sci. Rep.* **7**, 41926; doi: 10.1038/srep41926 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
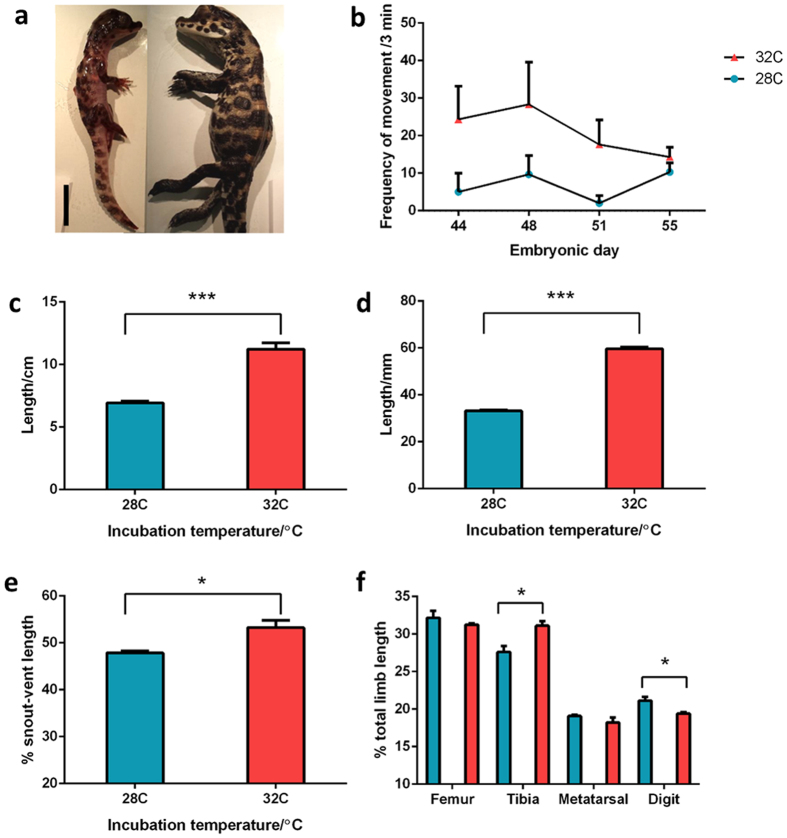
Motility and growth of West African Dwarf crocodile (*Osteolaemus tetraspis*) embryos incubated at 28 °C or 32 °C (n = 3 per group) and euthanised at E70, approximately hatching age. (**a**) Individuals from the 28 °C (left) and 32 °C (right) groups, demonstrating large differences in growth. Scale bar = 20 mm. (**b**) Number of embryo movements per 3 minute monitoring period during mid- to late incubation. (**c**) Body (snout to vent) length upon euthanasia. (**d**) Limb length. (**e**) Relative limb length (% snout-cloaca length). (**f**) Limb element lengths (% total limb length). Values are shown as mean ± SEM and were analysed using Welch’s t-test. *Indicates P < 0.05, ***indicates P < 0.001.

**Figure 2:**
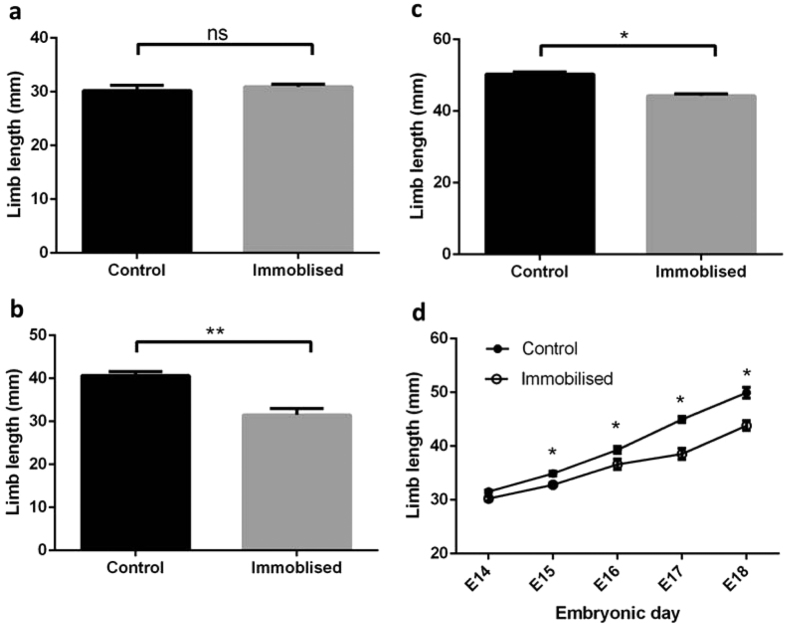
Total hindlimb length is reduced by removal of embryo movement at selected time-points during development. Mean ± SEM total limb length in control (n = 5) and immobilized (n = 4) chicken embryos is unchanged by (**a**) immobilization between E10–14. Total limb length is reduced by immobilization between (**b**) E13–16 and (**c**) E15–18 when compared by Mann-Whitney U-tests (*P* < 0.05 and 0.001 respectively). (**d)** MRI monitoring of mean ± SEM limb length daily in control (n = 6) and immobilized (n = 4) chicks. *Indicates P < 0.05.

**Figure 3:**
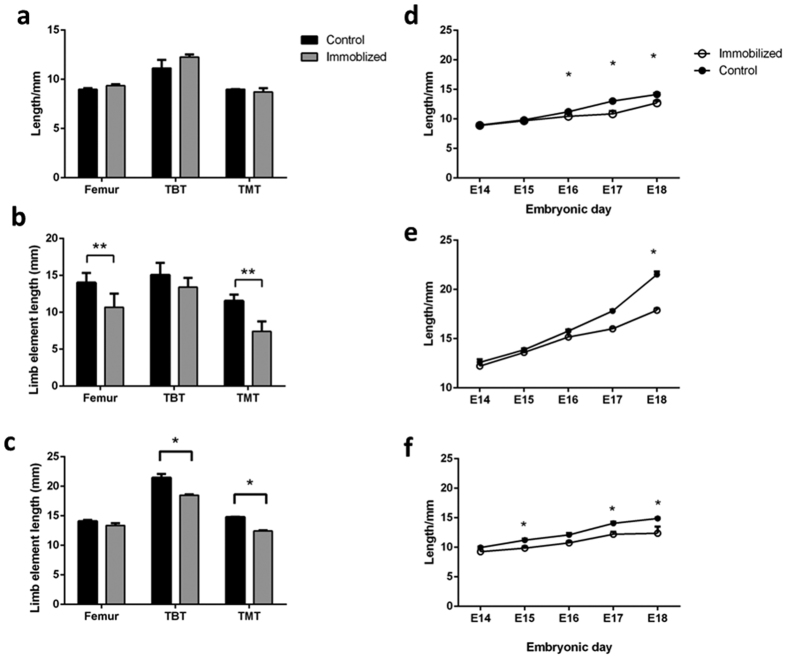
Limb proportions are altered by immobilization of embryonic chicks at selected time-points during development. Mean ± SEM lengths of femur, tibiotarsus (TBT) and tarsometatarsus (TMT) in control (n = 5) and immobilized (n = 4) chicken embryos is unchanged by (**a**) immobilization between E10–14. (**b**) Mean length of the femur and TMT but not TBT is reduced by immobilization between E13–16. (**c**) The length of all elements is reduced by immobilization between E15–18 when analysed by Mann Whitney U-test. MRI monitoring of mean ± SEM limb growth daily in control (n = 6) and immobilised (n = 4) chickens: (**d**) femur, (**e)** TBT and (**f)** TMT. *Indicates P < 0.5 and **indicates P < 0.01.

**Figure 4:**
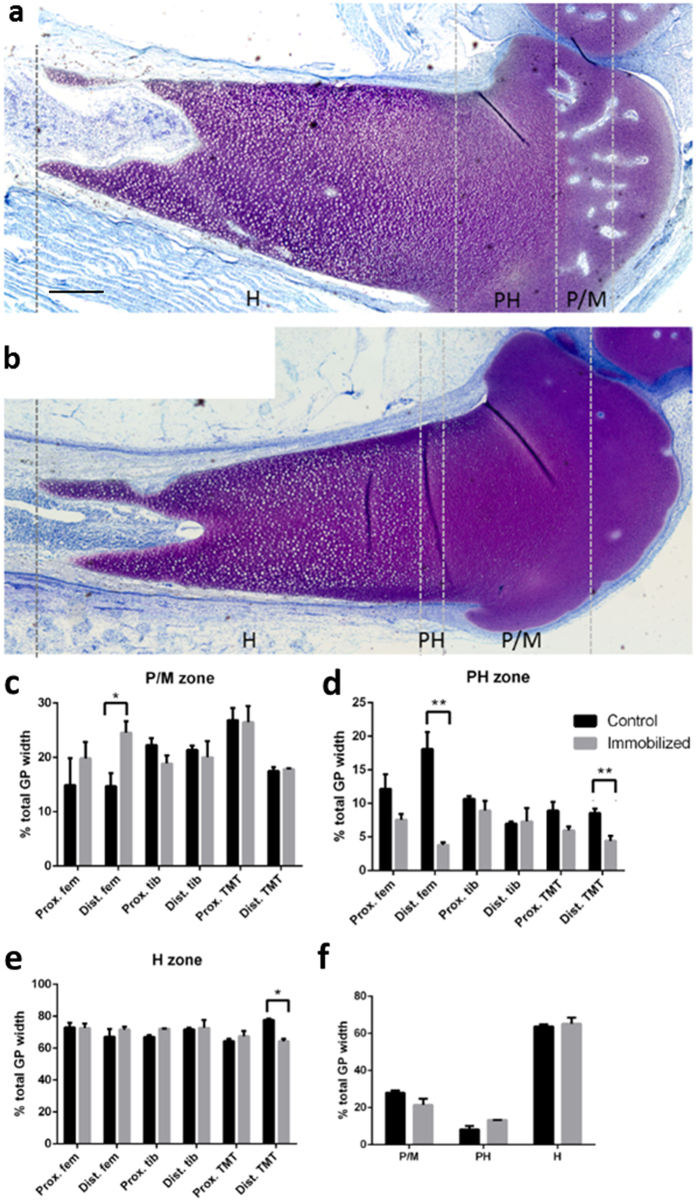
Altered embryo motility results in targeted changes in growth plate dynamics in the embryonic chick. (**a)** Growth plate of an embryonic day 18 (E18) control and (**b**) immobilized embryos (treated from E10 onwards) stained with toluidine blue. The proliferative/maturing zone (P/M), prehypertrophic (PH) and hypertrophic (H) zones are indicated by dotted lines. Quantification of average width ± SEM of (**c**) proliferative/maturing, (**d**) prehypertrophic and (**e**) hypertrophic zones as % total growth plate width in E18 control and immobilised limbs (n = 5 in each group). These were analysed by Mann-Whitney U-test. (**f**) Average width ± SEM of proliferative, prehypertrophic and hypertrophic zones in the distal femur of control & immobilised chick limbs (n = 4) at E14 shows a lack of modified growth plate dynamics at earlier stages. Values for control limbs are shown in black and immobilised in grey. Scale bar represents 200 μm. *Indicates P < 0.05, **indicates P < 0.01.

**Figure 5:**
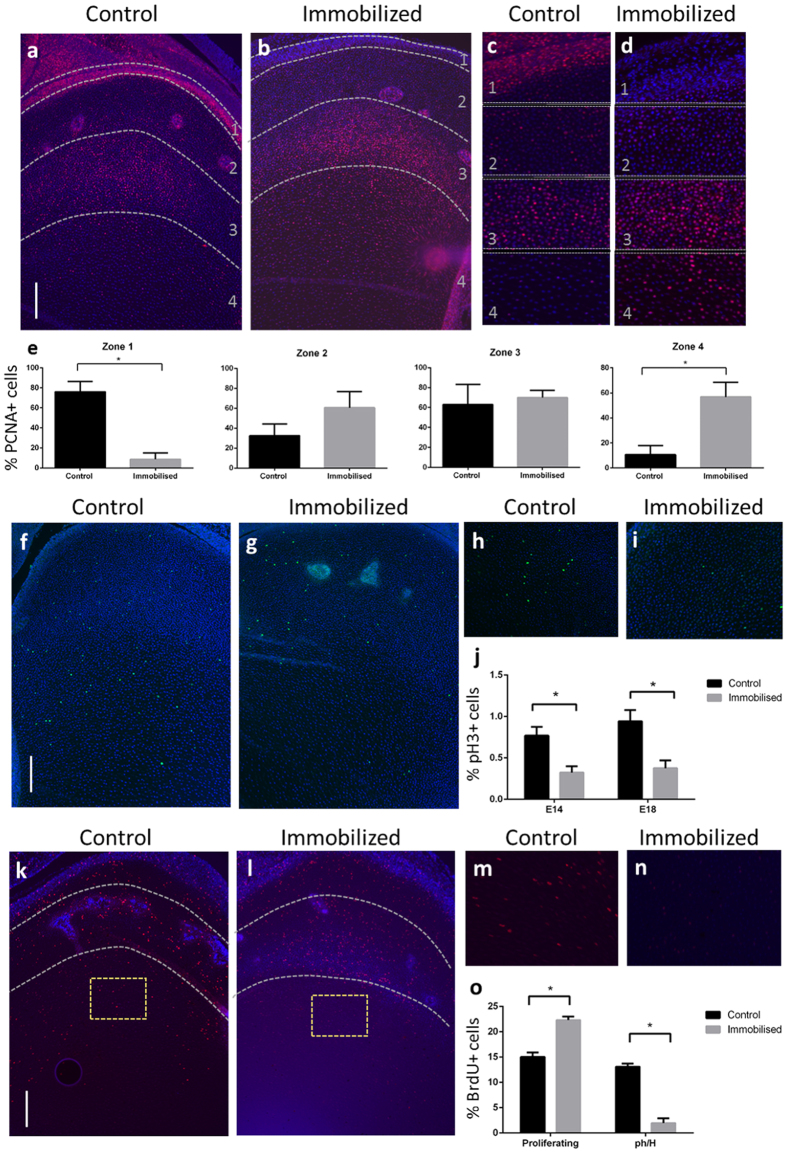
Proliferation in the embryonic chicken growth plate is disrupted by the removal of mechanical stimuli. PCNA expression in (**a**) control and (**b**) immobilized distal femur at E14. The mean ± SEM % total cells which express PCNA in the 1) articular cartilage, 2) “resting zone” cartilage, 3) proliferative zone and 4) prehypertrophic/hypertrophic zone was quantified in (**c**) control and (**d**) immobilised (n = 5 for each group) limbs at E14, after 4 days of treatment. (**e**) Mean ± SEM % total cells in each zone. Phosphohistone H3 expression in the (**f**) control and (**g**) immobilized distal femur at E14. The mean ± SEM % total cells that are phosphohistone H3 positive was quantified from a representative view of the epiphysis of (**h**) control and (**i**) immobilized limbs at E14, after 4 days of treatment, and E18, after 8 days of treatment (n = 5 in each group). (**j**) Mean ± SEM % total cells phosphohistone H3 positive. BrdU incorporation in (**k**) control and (**l**) immobilized E16 chick limbs sacrificed 4 hours after BrdU administration, after 6 days of treatment. The mean ± SEM % total cells which are BrdU positive in the proliferative zone (shown by dotted lines) or the prehypertrophic/hypertrophic zones of (**m**) control and (**n**) immobilised limbs (n = 5 in each group; indicated by yellow squares) 4 hours after BrdU administration was quantified. (**o**) Mean ± SEM % total cells phosphohistone positive in these regions. Mean values from the two treatment groups were analysed by Mann-Whitney U test. *Indicates P < 0.05. Scale bars represent 200 μm.

**Figure 6:**
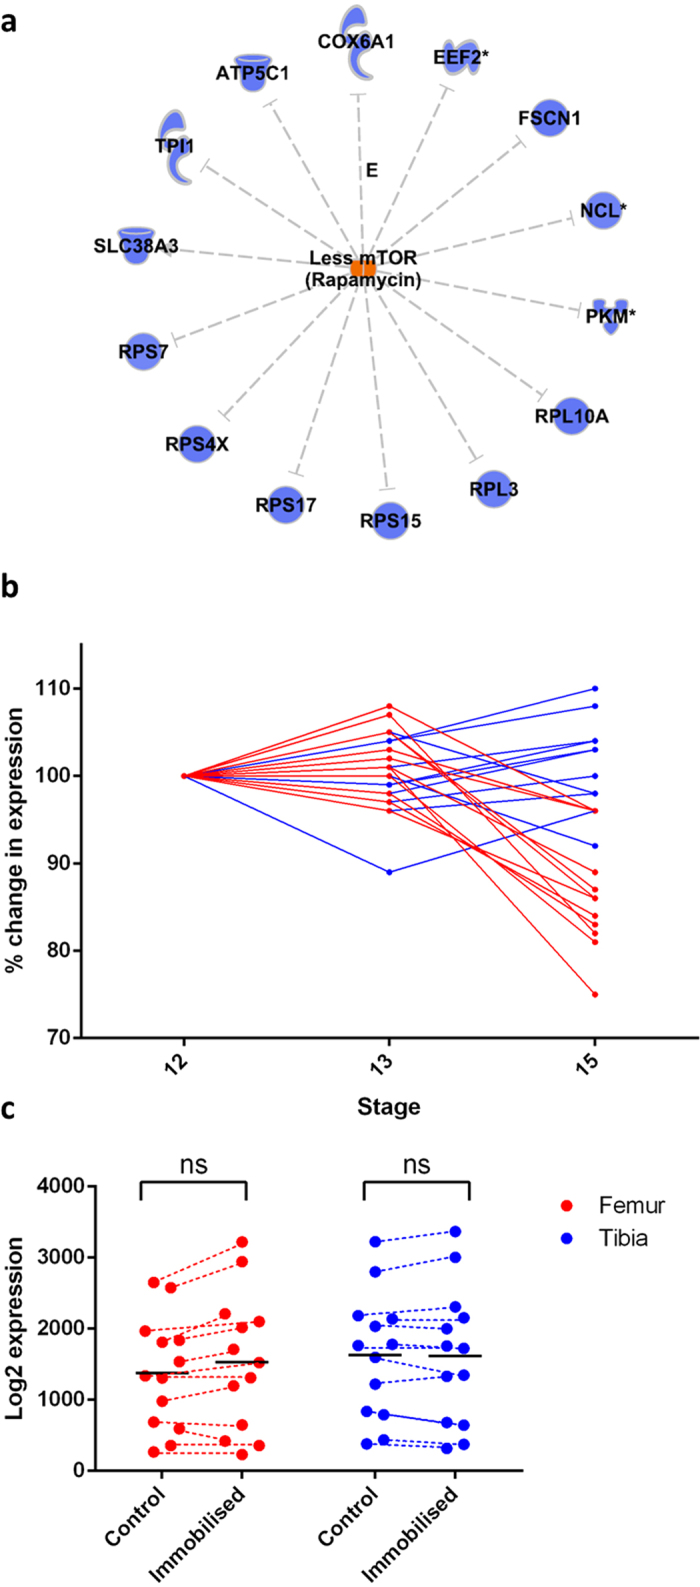
Differential expression of mTOR associated genes characterise femur and TBT elements at E15. (**a**) Upon analysis of E15 femur versus TBT (SAMR analysis), it was noted that 59 genes were differentially regulated between these limbs. These included ‘structural constituent of ribosome’ (p < 1E-08) and metabolic genes. Ingenuity up-stream analysis of this gene-list noted that less mTOR activity (p < 1E-09) was predicted in the femur, compared with the TBT (i.e. rapamycin being the inhibitor of mTOR) based on analysis of 54/59 genes in the database. mTOR regulated genes, shown in blue, are expressed at a lower level in E15 femur than E15 TBT. (**b**) The expression of these mTOR regulated genes was not significantly different between limbs at E12/13. Note that SLC38A3 expression is omitted from this graph due to its disproportionately higher expression level in the femur obscuring the other gene expression values. (**c**) Expression of the mTOR associated genes in the femur and TBT in growth cartilage in control and immobilised chicks. Expression patterns of these mTOR associated genes were unaltered by immobilisation. Femur data are in red and TBT in blue. Horizontal lines indicate mean expression values for all genes (n = 2–3 at each time point).

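Oxidative phosphorylation and glycolysis genes were lower as lists in E15 femur than in E15 TBT, while nearly none of their members passed singly. Of 53 oxidative phosphorylation genes 47 were below 0 (median log2 difference -0.17, adjusted p = 1.51e-10, or adjusted p = 0.0183 with an estimated correlation), and COX7A2 alone passed over all probe sets, with 13 passing when adjusted over the list alone. Of 16 genes of glycolysis and lactate or glucose transport 14 were below 0 (median -0.20, adjusted p = 8.32e-05, or adjusted p = 0.0284 with an estimated correlation), with 0 passing over all and 4 over the list alone. The glycolytic enzyme gene GAPDH (probe set 15551315) was 12.03 ± 0.04 in femur (n = 2) and 12.37 ± 0.08 in TBT (n = 3), a log2 difference of -0.34 (SE 0.07, adjusted p = 0.0634). Of 48 ribosomal protein genes 45 were below 0 (median -0.15, adjusted p = 4.65e-08, but adjusted p = 0.271 with an estimated correlation), with 0 passing in either way. RPLP1, of the ribosomal stalk, was 11.01 ± 0.04 in femur and 11.29 ± 0.06 in TBT (log2 difference -0.28, SE 0.10, adjusted p = 0.203). DKC1, which modifies ribosomal RNA, gave -0.30 (SE 0.07, adjusted p = 0.0651). The study picked some members of these lists from this same comparison for Table S1. They are GAPDH, TPI1, SLC16A1 and SLC16A3 for glycolysis, and ATP5C1, ATP5H, COX6A1, NDUFB9 and UQCRC1 for oxidative phosphorylation. For ribosomal proteins they are RPL10A, RPL3, RPL4, RPLP1, RPS4Y1 and RPS7, and DKC1 was picked too. The list calls are thus not fully independent of that choice, and the lists were not tested without these genes.

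Translation factors and nucleolar proteins had a median of -0.05 with 27 of 38 below 0 (adjusted p = 0.0199, or adjusted p = 0.328 with an estimated correlation, blocked adjusted p = 0.277). Blocked medians were -0.295 for oxidative phosphorylation, -0.10 for glycolysis and -0.17 for ribosomal proteins. Fibrous tissue markers went the other way (22 of 30 above 0, median 0.21, adjusted p = 0.00766, or adjusted p = 0.328 with an estimated correlation, blocked adjusted p = 0.33, adjusted p = 0.141 without E15 control TBT replicate 3). GAPDH passes without E15 control TBT replicate 2 (adjusted p = 0.0383).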

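At E12/13 the 11 measured mTOR-associated genes showed no common direction between femur and TBT, with 5 above and 6 below 0 and a median log2 difference of -0.02 (adjusted p = 0.894). From E12/13 to E15, 10 of the 11 were lower in the femur (median -0.205, adjusted p = 0.00695, or adjusted p = 0.127 with an estimated correlation), and in the TBT 6 were above and 5 below 0 (median 0.01, adjusted p = 0.524). COX6A1, a subunit of cytochrome c oxidase, fell in the femur by 0.43 on the log2 scale (SE 0.09, adjusted p = 0.00527) and was the only member called. Its call is lost without E15 control femur replicate 1 (adjusted p = 0.0819) or 2 (adjusted p = 0.0592). Oxidative phosphorylation genes behaved alike. In the femur 15 of 53 fell over all probe sets and 21 over the list alone (median -0.20, adjusted p = 9.86e-06, or adjusted p = 0.127 with an estimated correlation), and in the TBT 0 did (median 0.00, adjusted p = 0.289).

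The change with stage was tested directly as the femur minus TBT difference at E15 less that at E12/13. For the mTOR-associated genes its median was -0.22 with 11 of 11 below 0 (adjusted p = 6.05e-05, or adjusted p = 0.0161 with an estimated correlation, blocked median -0.305, adjusted p = 0.000402). The study chose these 11 genes for lower values in E15 femur on the same arrays, so a difference below 0 and a fall in the femur follow in part from that choice and are not independent evidence. For oxidative phosphorylation it was -0.21 with 44 of 53 below 0 (adjusted p = 1.44e-11, or adjusted p = 0.0161 with an estimated correlation). For ribosomal proteins it was -0.16 with 44 of 48 below 0 (adjusted p = 5.25e-10, or adjusted p = 0.202 with an estimated correlation). Some members of both lists are Table S1 genes, which the study chose from the same E15 arrays. Gene by gene, limma called 0 of 11004 probe sets in this test and 1152 had an unadjusted p under 0.05, while SAM was not run for it.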

**Figure 7:**
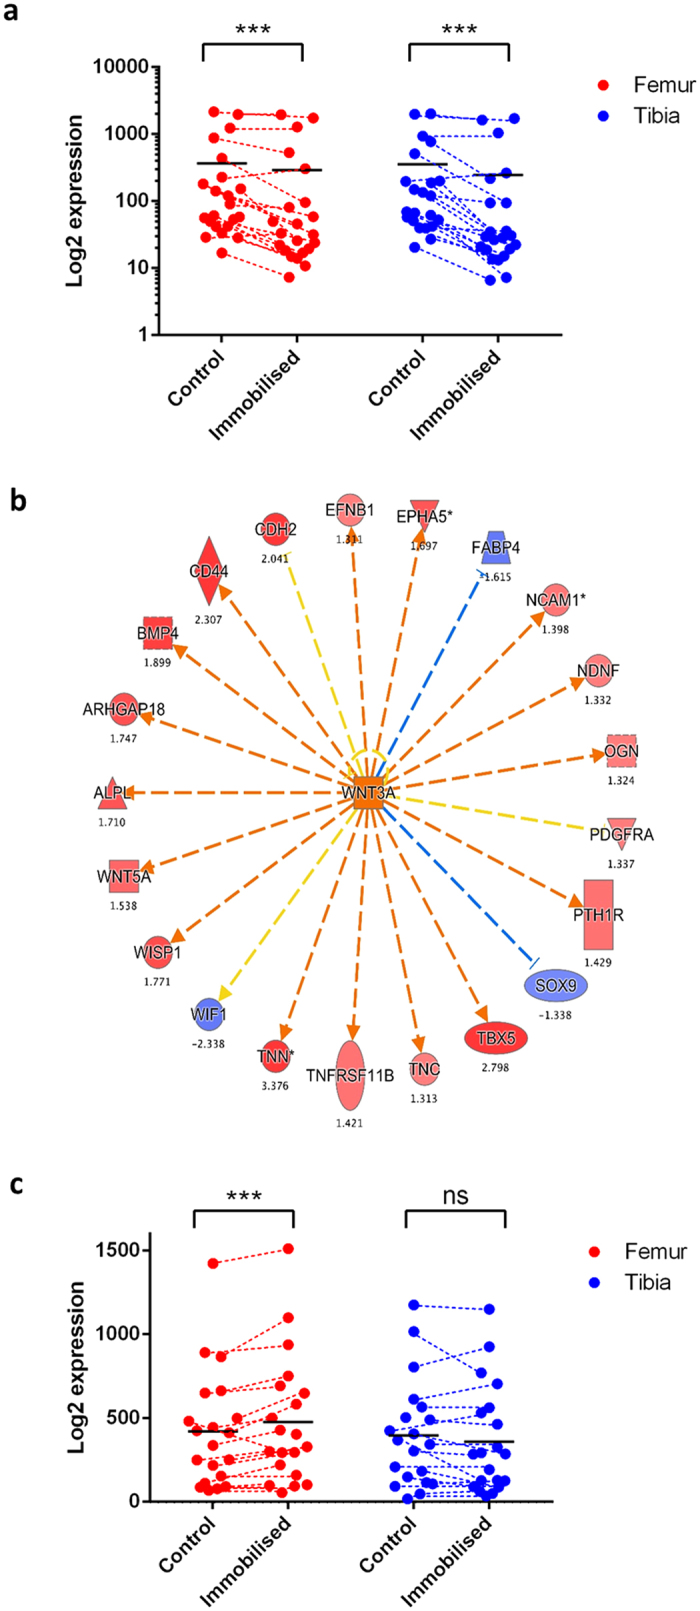
Gene expression in limb element growth cartilage in response to development and immobilisation. Analysis of changes in gene expression from E12/13 to E15 in both femur and TBT identified a robust expression of skeletal muscle genes at E12/13 followed by a strong down-regulation. Up-stream analysis of these genes identified that this included inhibition of MEF2c (p < 1E-10) (**a**) Plotting the 17 ‘myogenic’ genes directly associated with MEF2c finding, we noted these were further down-regulated during immobilisation in both the femur and TBT at E15 (plotting all muscle genes would have yielded a similar pattern). (**b**) Analysis of gene expression differences between DMB treated E15 femur and DMB treated E15 TBT (SAMR analysis) revealed that genes regulated by greater Wnt3a activity (Z = 2.1, p < 1E-10) and greater CTNNB1 (Z = 2.1, p < 1E-9) activity, were expressed at a greater level in the femur than TBT. Genes expressed at a higher level in DMB treated E15 femur are shown in red and lower-level are shown in blue. (**c**) The genes down-stream of Wnt3a are plotted using data from femur and TBT in growth cartilage from control and immobilised (DMB treated) chicks. Horizontal black lines indicate mean expression values for each gene.

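Skeletal muscle genes fell between E12/13 and E15 in both femur and TBT. The slow troponin gene TNNI1 (probe set 15478185) was 7.91 ± 0.15, 7.46 ± 0.17 (n = 3 each) and 5.48 ± 0.13 (n = 2) in femur at E12, E13 and E15, and 7.80 ± 0.47, 7.17 ± 0.35 and 5.98 ± 0.29 (n = 3 each) in TBT. Its log2 change from E12/13 to E15 was -2.21 (SE 0.20, adjusted p = 4.62e-05) in femur and -1.50 (SE 0.18, adjusted p = 0.000145) in TBT. The muscle methyltransferase gene SMYD1 gave -2.22 (SE 0.34, adjusted p = 0.00102) and -1.63 (SE 0.30, adjusted p = 0.0028), and the calcium-binding oncomodulin gene OCM3 -3.41 (SE 0.49, adjusted p = 0.000577) and -3.18 (SE 0.42, adjusted p = 0.000272). MYOD1, a master regulator of muscle fate, gave -1.55 (SE 0.29, adjusted p = 0.00364) and -1.4 (SE 0.25, adjusted p = 0.0027). ACTC1 gave -2.29 (SE 0.54, adjusted p = 0.0118, blocked 0.0539) and -2.12 (SE 0.46, adjusted p = 0.00875). In immobilised embryos TNNI1 was 4.43 ± 0.19 in femur and 4.41 ± 0.02 in TBT (n = 3 each).

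In femur 18 of 37 muscle genes fell, or 29 fell and 2 rose over the list alone (median -0.96, adjusted p = 5.17e-12, or adjusted p = 0.127 with an estimated correlation). In TBT 17 fell and 1 rose, or 28 and 1 over the list alone (median -0.79, adjusted p = 5.62e-11, or adjusted p = 0.18 with an estimated correlation). Myogenic regulators had medians of -0.56 (3 of 9 fell, adjusted p = 0.00162, or adjusted p = 0.127 with an estimated correlation) and -0.67 (3 fell, or 5 over the list alone, adjusted p = 0.0236, or adjusted p = 0.275 with an estimated correlation). The TBT call of the regulators is lost without E15 control TBT replicate 1 (adjusted p = 0.0978). Over all probe sets 579 rose and 767 fell in femur, and 412 rose and 629 fell in TBT. In femur SAM called 357 higher and 466 lower on log2 values but 610 higher and 329 lower on linear values, so the balance of rises and falls depends on the scale. The femur total falls to 264 without E15 control femur replicate 1 and to 199 without replicate 2, and the TBT total to 323 without E15 control TBT replicate 3. In femur MYOD1 and ACTC1 are lost without control femur replicate 1 (adjusted p = 0.0501 and 0.135) or 2 (adjusted p = 0.0607 and 0.081), and in TBT ACTC1 is lost without control TBT replicate 3 (adjusted p = 0.0822).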

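Adhesion, matrix and signalling genes of the Wnt3a network were higher in immobilised femur than in immobilised TBT. N-cadherin CDH2 was 8.89 ± 0.19 in femur and 7.84 ± 0.09 in TBT (n = 3 each), a log2 difference of 1.05 (SE 0.13, adjusted p = 0.000186, blocked 0.0676). CD44 was 8.37 ± 0.39 and 7.20 ± 0.25 (1.16, SE 0.19, adjusted p = 0.00238, blocked 1.41, adjusted p = 0.0428). BMP4 gave 1.00 (SE 0.17, adjusted p = 0.00321, blocked 1.20, adjusted p = 0.0737), TNN 1.76 (SE 0.27, adjusted p = 0.00163, blocked 1.13, adjusted p = 0.199) and WNT5A 0.64 (SE 0.12, adjusted p = 0.00617, blocked 0.48, adjusted p = 0.312). The secreted Wnt inhibitor WIF1 was lower in femur at -1.20 (SE 0.23, adjusted p = 0.00924, blocked 0.224), as was the Wnt antagonist SFRP1 at -0.81 (SE 0.12, adjusted p = 0.001, blocked 0.0535). CTNNB1 mRNA, which does not measure its activity, gave -0.09 (SE 0.09, adjusted p = 0.768). Of the 18 genes 10 were higher and 1 lower, or 16 and 2 over the list alone, with a median of 0.685 (adjusted p = 1.22e-14, or adjusted p = 0.000421 with an estimated correlation, blocked median 0.59, adjusted p = 1.19e-06). The study chose these genes from this comparison, so they are not independent evidence.

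Markers of bone-forming cells moved with them. IFITM5 was higher in femur by 1.69 (SE 0.18, adjusted p = 7.28e-05, blocked 0.0428) and DLX3 by 1.21 (SE 0.18, adjusted p = 0.000915, blocked 0.135). Of 20 osteoblast and periosteum markers 19 were above 0 and 5 were called, or 16 higher and 1 lower over the list alone (median 0.48, adjusted p = 1.32e-13, or adjusted p = 0.0083 with an estimated correlation). Of 30 fibrous tissue markers 26 were above 0, with 4 higher and 1 lower, or 10 and 2 over the list alone (median 0.25, adjusted p = 5.64e-05, or adjusted p = 0.154 with an estimated correlation). The 40 Wnt pathway genes had a median of 0.09 with 3 higher and 3 lower (adjusted p = 0.29). Over all probe sets limma called 155 higher and 70 lower in femur, and 17 in all when blocked. The total is 144 and 138 without E15 immobilised femur replicate 1 and 2, and 101, 119 and 136 without immobilised TBT replicate 1, 2 and 3. SAM called 234 higher and 40 lower on log2 values. WIF1 is lost without immobilised femur replicate 1 (adjusted p = 0.0557) or immobilised TBT replicate 1 (adjusted p = 0.0608).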

**Table 1:** Genes differentially expressed between control femur and control TBT at E12/13, resulting from unpaired significance analysis of microarrays analysis (SAMR), with ~5% false discovery rate (FDR).

Gene Symbol	Gene Name	Fold Change	Known association with endochondral ossification
RAB10	RAB10, member RAS oncogene family	1.179574992	
NRIP3	nuclear receptor interacting protein 3	1.242047415	
SCUBE2	signal peptide, CUB domain, EGF-like 2	1.14502171	Regulates endochondral ossification, likely via IHH^82^
ACTC1	actin, alpha, cardiac muscle 1	1.502716256	
HMGB3	high mobility group box 3	1.102570551	Closely related HMBG2 is expressed by relatively undifferentiated chondrocytes with roles in chondrocyte differentiation and articular cartilage via beta-catenin pathway^85^
OCM2	oncomodulin 2	1.728998125	
BLMH	bleomycin hydrolase	1.139048505	
BZW2	basic leucine zipper and W2 domains 2	1.085036637	
SRL	sarcalumenin	1.316752616	
SRP68	signal recognition particle 68 kDa	1.099992098	
BTF3L4	basic transcription factor 3-like 4	1.148606842	Associated with chondrocyte differentiation^88^
IGF2BP3	insulin-like growth factor 2 mRNA binding protein 3	1.080702446	Chondrocyte differentiation^89^,^90^
Unknown	Hypothetical protein	1.368471921	
MAP1B	microtubule-associated protein 1B	1.301912506	
Unknown	Hypothetical protein	1.390719923	

These 17 genes were differentially expressed between control femur and control TBT at E12/13but failed to show enrichment in any specific pathway or biological function using Ingenuity IPA analysis and GOstats package in R with current GO categories (GO.db) for confirmation. 

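RELN, MEIS2, SALL1 and ST8SIA6 differed between femur and TBT cartilage at E12/13. The secreted guidance protein gene RELN (probe set 15397715) was 7.22 ± 0.19 in femur and 6.06 ± 0.38 in TBT at E12, and 6.95 ± 0.37 and 6.26 ± 0.25 at E13 (n = 3 each), a log2 difference of 0.92 (SE 0.13, adjusted p = 0.0165). The proximal limb homeobox gene MEIS2 was higher in femur at 1.36 (SE 0.24, adjusted p = 0.0421, blocked 0.135). The distal limb gene SALL1 (probe set 15415063) was 5.16 ± 0.67 in femur and 7.59 ± 0.38 in TBT at E12, and 5.44 ± 0.99 and 7.01 ± 0.70 at E13 (-2.0, SE 0.33, adjusted p = 0.0421, blocked 0.116). The sialyltransferase gene ST8SIA6 was lower in femur at -0.45 (SE 0.08, adjusted p = 0.0421). TBX5 gave 1.22 (SE 0.23, adjusted p = 0.0592), the Wnt antagonist SFRP1 -0.42 (SE 0.08, adjusted p = 0.0689) and the endothelial receptor KDR -0.62 (SE 0.12, adjusted p = 0.0592). The 10 measured genes of Table 1 had 4 above and 6 below 0 in this comparison (median -0.02, adjusted p = 0.894).

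limma called 6 of 11004 probe sets, 3 higher and 3 lower in femur, and 4 when blocked. SAM called 3 higher and 9 lower on log2 values (estimated false discovery rate 0.0776) and 0 higher and 5 lower on linear values (rate 0). Limb position and patterning genes had a median of 0.09, with 1 higher and 1 lower, or 5 and 3 over the list alone (adjusted p = 0.0372, or adjusted p = 0.525 with an estimated correlation). Endothelial markers had a median of -0.31 with 16 of 18 below 0, 0 called and 9 lower over the list alone (adjusted p = 6.06e-08, or adjusted p = 0.255 with an estimated correlation). The count is 113 without E13 control femur replicate 3 and 0 to 3 without any other single array of these groups. RELN is lost without E12 control femur replicate 1 (adjusted p = 0.0502), E13 control femur replicate 2 (adjusted p = 0.0605) or E13 control TBT replicate 1 (adjusted p = 0.0527) or 3 (adjusted p = 0.0576). MEIS2, SALL1 and ST8SIA6 are each lost without most single arrays (adjusted p up to 0.17). Without E13 control femur replicate 3, TBX5 (adjusted p = 0.00437), SFRP1 (adjusted p = 0.016) and KDR (adjusted p = 0.00467) pass, and KDR also passes without E12 control TBT replicate 1 (adjusted p = 0.037).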

Input gene lists, and related background expression gene lists were used in IPA and GO with an ~5% FDR and no-fold change filter.

# Supplementary material for: Limb proportions show developmental plasticity in response to embryo movement
**Source:** Sci Rep. 2017 Feb 6;7:41926. doi: 10.1038/srep41926
**Supplement:** Supplementary Information

Limb proportions show developmental plasticity in response to embryo movement

A.S. Pollard^{1*}, B.G. Charlton¹, J.R. Hutchinson¹, T. Gustafsson², I.M. McGonnell¹, J.A. Timmons³ and A.A. Pitsillides¹

SUPPORTING INFORMATION

Supplementary Methods

Assessment of proliferation

We performed immunohistochemistry to detect proliferating cell nuclear antigen (PCNA), a marker of S phase, and phosphohistone H3, a marker of mitosis, using 6µm paraffin sections from the distal femoral growth plate of embryonic chicks treated with TS/DMB between E10-14 and -18 (n=5 in each group). PCNA was detected using mouse anti-PCNA antibody (Abcam) at a 1:200 dilution in PBS followed by AlexaFluor 594 goat anti-mouse secondary antibody at a 1:500 dilution in PBS (Life Technologies) and phosphohistone H3 was detected using rabbit anti-phosphohistone H3 (Cell Signalling Technology) antibody at a 1:500 dilution followed by AlexaFluor 488 goat anti-rabbit secondary antibody (Life Technologies) at 1:500 dilution. No antigen retrieval was necessary for PCNA labelling, but retrieval by boiling sections in Tris-EDTA buffer (10mM Tris Base, 1mM EDTA, 0.05% Tween 20, pH 9) for 10 minutes was necessary for phosphohistone H3 labelling. Sections were mounted using ProLong Gold Antifade mounting agent containing DAPI (Life Technologies). The epiphysis was divided into 4 zones to assess the labelling frequency and distribution of PCNA-labelled, relative to DAPI-labelled, cells: the articular cartilage at the joint surface, “resting” zone chondrocytes, the proliferating zone and the prehyperphic/hypertrophic zone. The proportion of positively labelled cells to total cells labelled with DAPI was calculated in each of the above zones for PCNA, and in a representative view of the whole epiphysis for phosphohistone H3.

BrdU incorporation by proliferating cells was assessed by treating embryos *in ovo* (n=5) at E16 with 50µl 5mg/ml BrdU by injection onto the chorioallantoic membrane. Embryos were sacrificed 4 hours after BrdU administration and the distribution of BrdU positive cells was assessed in paraffin sections from the distal femoral growth plate. This required denaturation of DNA by incubating sections in 2N HCl at 37°C for 30 minutes followed by immersion in borate buffer for 10 mins at RT. BrdU was detected using biotinylated mouse anti-BrdU antibody (Pierce Antibodies) at 1:500 dilution followed

by Alexa Fluor 594-conjugated streptavidin (Life Technologies) at 1:500 dilution. Sections were mounted using ProLong Gold Antifade mounting agent containing DAPI (Life Technologies). To assess how immobilization influences progression from the proliferative zone, we quantified the number of BrdU-positive cells, expressed as a proportion of total DAPI-labelled cells, in the proliferative zone and prehypertrophic/hypertrophic zones using Image J. Mean values from control and immobilized limbs were compared using Mann-Whitney U-test.

Assessment of apoptosis

Apoptosis in the distal femoral growth plate was assessed in paraffin sections from chicken embryos treated with TS or DMB between E10-14 and E10-18 (n=5 in each group) using TUNEL assay to detect fragmented DNA. A DeadEnd Colorimetric TUNEL assay kit (Promega, Southampton, UK) was used according to the manufacturer's instructions. Positive controls were included by treated sections with DNase I in 50mM Tris-EDTA pH 7.5 with 1mg/ml bovine serum albumin in PBS for 10 minutes at RT prior to the labelling procedure. Negative controls were included by incubating sections with biotinylated nucleotides only, omitting the terminal transferase enzyme.

Supplementary Figures

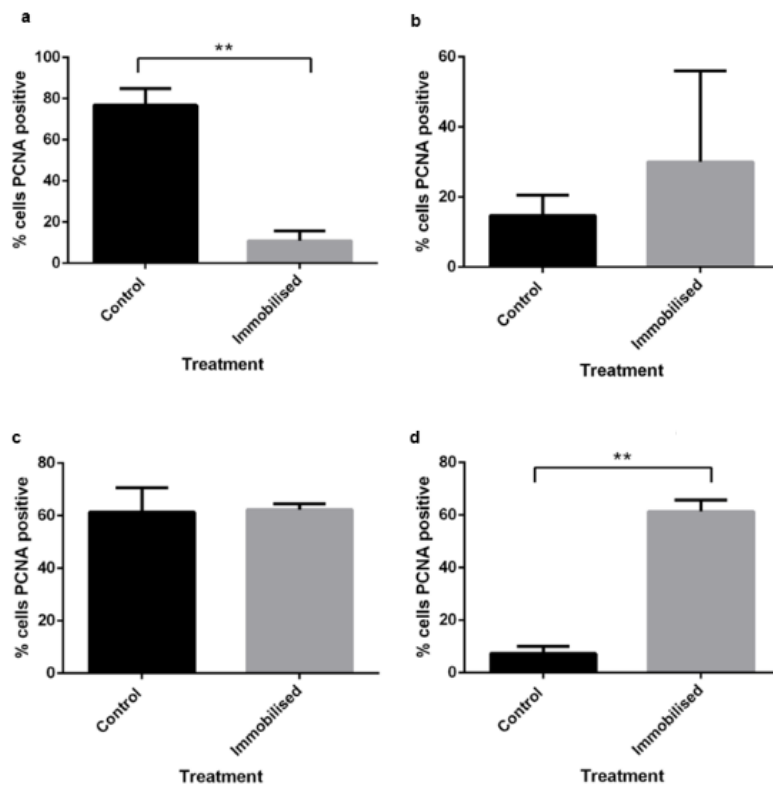

Fig. S1. Distribution of cells expressing PCNA in the distal femoral growth plate at E18, 8 days after onset of immobilisation. The distribution of PCNA-positive cells is unchanged from E14, 4 days after the onset of immobilisation. The proportion of PCNA-positive cells (mean $\pm$ SEM) is expressed as a percentage of total in A) the articular cartilage, B) resting zone, C) proliferative zone and D) prehypertrophic/hypertrophic zone in control and immobilised limbs (n=4 for each group). A similar distribution of PCNA-positive cells in the growth plate is observed at E14, after only 4 days of immobilisation.

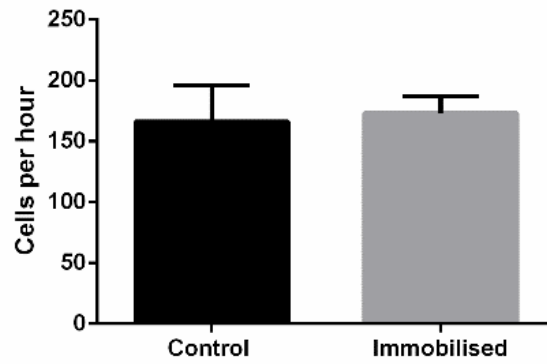

Fig. S2. Rate of incorporation of BrdU (expressed as mean $\pm$ SEM no. cells per hour) by proliferating cells in the distal femoral growth plate at E16. The rate at which cells reach S phase and incorporate BrdU during DNA replication is unchanged between control and immobilised embryos (n=5 in each group).

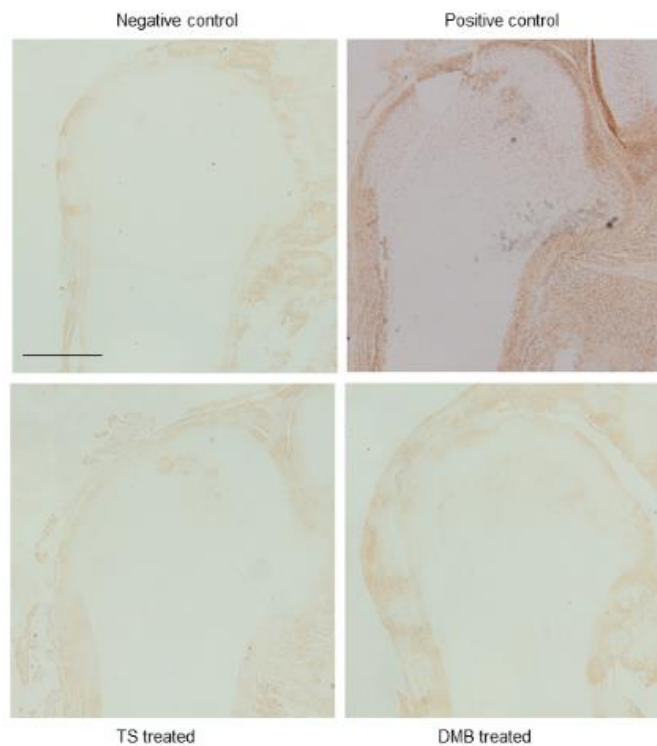

Fig. S3. Identification of apoptotic cells by TUNEL assay in the distal femoral growth plate of control and immobilised E14 chick limbs. Minimal apoptosis was detected in either control (n=5) or immobilised (n=5) embryonic growth plates, indicating that apoptosis is unlikely to be regulated by embryo movement. Positive (DNase I treated) and negative (terminal deoxynucleotidyl transferase enzyme omitted) controls were included to validate the method. Scale bar represents 500µm.

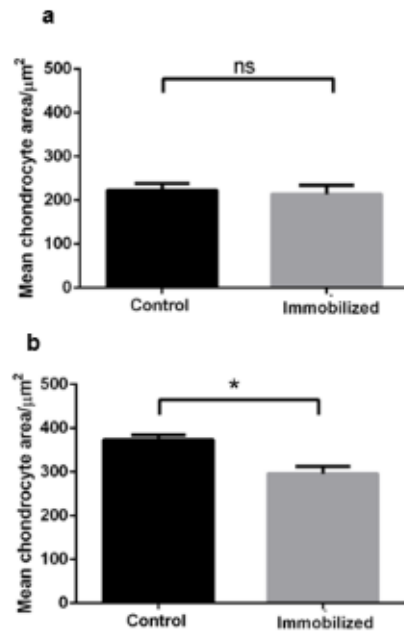

Fig. S4. Immobilisation of embryonic chickens results in a deficit in hypertrophic expansion. Average maximum cell area $\pm$ SEM was quantified in representative regions from the distal femoral growth plate hypertrophic zone in control and immobilized chicks ($n=5/6$ in each group, >20 cells per growth plate). A significant reduction in cell area was seen 8 days after onset of immobilization, at **B**) E18 ($P<0.05$) but not at **A**) E14 ($P=0.75$).

Gene Symbol	Gene Name	Fold Change	Known role in endochondral ossification/chondrogenesis
DPT	Dermatopontin	1.8	Cartilage extracellular matrix component ¹
RECK	Reversion inducing cysteine rich protein with kazal motifs	1.3	Limb patterning and chondrocyte differentiation ^{2,3}
WEE1	Wee1-like protein kinase	1.3	Cell cycle regulation ⁴
PDGFRL	Platelet derived growth factor receptor like	1.2	PDGF involved in bone growth during development ⁵
RPS7	RPS7 ribosomal protein S7	-1.1	Protein synthesis role. Highly expressed in articular cartilage ⁶
CKAP4	Cytoskeleton-Associated Protein 4	-1.1	
EEF2	Eukaryotic Translation Elongation Factor 2	-1.1	Protein translation role. Synthesis is influenced by mechanical load in chondrocytes ^{7,8}
Cu		-1.1	
RPL4	Rpl4 ribosomal protein L4	-1.1	
NCL	Nucleolin	-1.1	
PLOD2	procollagen-lysine,2-oxoglutarate 5-dioxygenase 2	-1.1	Expressed during chondrocyte differentiation, involved in collagen type I and II synthesis ⁹
HNRNPA3	Heterogeneous Nuclear Ribonucleoprotein A3	-1.1	
AKIRIN2	Akirin-2	-1.1	
RPL3	Ribosomal Protein L3	-1.1	

ATP6	ATP synthase subunit 6	-1.1	
RPS11	Ribosomal Protein S11	-1.2	
ENSGALG00000000489		-1.2	
ENSGALG00000026335		-1.2	
RPL10A	Ribosomal Protein L10a	-1.2	
PRRC2C	Proline Rich Coiled-Coil 2C	-1.2	
DDOST	Dolichyl-Diphosphooligosaccharide--Protein Glycosyltransferase Non-Catalytic Subunit	-1.2	Expressed in embryonic articular cartilage ¹⁰
DKC1	Dyskerin	-1.2	Expressed in growth plate proliferative zone ¹¹
ATP5H	ATP Synthase, H+ Transporting	-1.2	
RPS4X	Ribosomal Protein S4, X-Linked	-1.2	Highly expressed in human fetal cartilage ¹²
TMEM101	Transmembrane Protein 101	-1.2	
ATP5C1	ATP Synthase, H+ Transporting, Mitochondrial F1 Complex, Gamma Polypeptide 1	-1.2	
ASB9	Ankyrin Repeat And SOCS Box Containing 9	-1.2	
TPI1	Triosephosphate Isomerase 1	-1.2	
FSCN1	Fascin Homolog 1, Actin-Bundling Protein	-1.2	
XYLT1	Xylosyltransferase 1	-1.2	Proteoglycan synthesis during cartilage matrix production ¹³
GAPDH	Glyceraldehyde-3-Phosphate Dehydrogenase	-1.2	

Enpp2	Ectonucleotide pyrophosphatase/phosphodiesterase 2	-1.2	
RPLP1	Ribosomal Protein Lateral Stalk Subunit P1	-1.2	
RPS15	Ribosomal Protein S15	-1.2	
ENSGALG00000009839		-1.2	
NDUFB9	NADH:Ubiquinone Oxidoreductase Subunit B9	-1.2	
ATP6V0C	ATPase H+ Transporting V0 Subunit C	-1.3	
TCEB3	Transcription Elongation Factor B Subunit 3	-1.3	
TMF1	TATA Element Modulatory Factor 1	-1.3	
Mtch2	Mitochondrial Carrier 2	-1.3	
CIB1	Calcium And Integrin Binding 1	-1.3	
SLC16A1	Solute Carrier Family 16 Member 1	-1.3	
COX6A1	Cytochrome c oxidase subunit 6A1	-1.3	
SLC16A3	Solute Carrier Family 16 Member 3	-1.3	
VCP	Valosin Containing Protein	-1.3	
UQCRC1	Ubiquinol-Cytochrome C Reductase, Complex III Subunit X	-1.4	
LMF2	Lipase Maturation Factor 2	-1.4	
PAPSS2	3'-Phosphoadenosine 5'-Phosphosulfate Synthase 2	-1.4	Sulphation of proteoglycans in growth plate cartilage, expressed in proliferative zone ¹⁴

PKM	Pyruvate Kinase, Muscle	-1.4	
RPS17L	Ribosomal Protein S17	-1.4	
COX5A	Cytochrome C Oxidase Subunit 5A	-1.4	
PIIB	Peptidylprolyl Isomerase B	-1.4	Mutations result in osteogenesis imperfecta, interacts with procollagen and likely influences collagen I structure
SLC38A3	Solute Carrier Family 38 Member 3	-1.4	
SFRP1	Secreted Frizzled-Related Protein 1	-1.5	Regulator of Wnt signalling in chondrocyte differentiation ¹⁵
RSPO3	R-spondin 3	-1.5	Activator of Wnt/beta-catenin signalling with potential role in chondrocyte intercalation ¹⁶
PTTG1IP	Pituitary Tumor-Transforming 1 Interacting Protein	-1.5	Target of Runx2, which is a regulator of osteoblast development and chondrocyte maturation ¹⁷
PTCH2	Patched 2	-1.8	Involved in hedgehog signalling during embryogenesis, not specifically chondrocytes ¹⁸

Supplementary Table S1. Genes differentially expressed between control femur and control TBT at E15, resulting from significance analysis of microarrays analysis, with ~5% false discovery rate (FDR). Input gene lists, and related background expression gene lists were used in IPA and GO with an ~5% FDR and no-fold change filter

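Genes of Table S1 shared a common direction at E15 while none of them passed singly. Of the list, 37 genes were measured past the filter, 34 with a lower mean in femur than in TBT (median log2 difference -0.27). The prolyl isomerase gene PPIB, a collagen chaperone of the endoplasmic reticulum, gave -0.45 (SE 0.11, adjusted p = 0.0735). Among the higher genes, the fibrous matrix gene DPT gave 0.89 (SE 0.35, adjusted p = 0.248), the metalloproteinase inhibitor RECK 0.38 (SE 0.11, adjusted p = 0.128) and the mitotic kinase WEE1 0.09 (SE 0.10, adjusted p = 0.721).

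Over all probe sets limma called 0 of the 37, with 25 at an unadjusted p under 0.05 and a lowest adjusted p of 0.0634, and over the list alone 19 were lower and 2 higher. As a list they were lower in femur (adjusted p = 1.18e-12, or adjusted p = 0.00113 with an estimated correlation, blocked median -0.30). The study chose these genes from the same arrays, so they are not independent evidence. At E12/13 their median was -0.02 (adjusted p = 0.399). With immobilisation of the femur 2 of them rose and 2 fell, or 9 and 2 over the list alone (median 0.08, adjusted p = 0.117). PPIB was among those that rose, by 0.43 (SE 0.11, adjusted p = 0.0271). Its call is lost without E15 control femur replicate 1 (adjusted p = 0.138) or 2 (adjusted p = 0.183) or immobilised femur replicate 1 (adjusted p = 0.0807) or 2 (adjusted p = 0.0509).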

Supplementary References

- 1 Derfoul, A., Perkins, G. L., Hall, D. J. & Tuan, R. S. Glucocorticoids Promote Chondrogenic Differentiation of Adult Human Mesenchymal Stem Cells by Enhancing Expression of Cartilage Extracellular Matrix Genes. *STEM CELLS* **24**, 1487-1495, doi:10.1634/stemcells.2005-0415 (2006).
- 2 Yamamoto, M. *et al.* The transformation suppressor gene Reck is required for postaxial patterning in mouse forelimbs. *Biology open* **1**, 458-466 (2012).
- 3 Kondo, S. *et al.* Dual effects of the membrane-anchored MMP regulator RECK on chondrogenic differentiation of ATDC5 cells. *Journal of cell science* **120**, 849-857 (2007).
- 4 Tran, T., Kolupaeva, V. & Basilico, C. FGF inhibits the activity of the cyclin B1/CDK1 kinase to induce a transient G2 arrest in RCS chondrocytes. *Cell Cycle* **9**, 4379-4386, doi:10.4161/cc.9.21.13671 (2010).
- 5 Reddi, A. H. *et al.* Initiation of Bone Development by Osteogenin and Promotion by Growth Factors. *Connective Tissue Research* **20**, 303-312, doi:10.3109/03008208909023901 (1989).
- 6 Kwon, H. J., Akimoto, H., Ohmiya, Y., Honma, K. & Yasuda, K. Gene expression profile of rabbit cartilage by expressed sequence tag analysis. *Gene* **424**, 147-152, doi:<http://dx.doi.org/10.1016/j.gene.2008.07.036> (2008).
- 7 Lammi, M. J. *et al.* Hydrostatic pressure-induced changes in cellular protein synthesis. *Biorheology* **41**, 309-313 (2004).
- 8 Lomas, C., Tang, X. D., Chanalaris, A., Saklatvala, J. & Vincent, T. L. Cyclic mechanical load causes global translational arrest in articular chondrocytes: a process which is partially dependent upon PKR phosphorylation. *European cells & materials* **22**, 178-189 (2011).
- 9 De la Fuente, A. *et al.* Proteome Analysis During Chondrocyte Differentiation in a New Chondrogenesis Model Using Human Umbilical Cord Stroma Mesenchymal Stem Cells. *Molecular & Cellular Proteomics* **11**, doi:10.1074/mcp.M111.010496 (2012).
- 10 Kobayashi-Miura, M. *et al.* Rat Articular Cartilages Change Their Tissue and Protein Compositions During Perinatal Period. *Anatomia, Histologia, Embryologia* **45**, 9-18, doi:10.1111/ahe.12165 (2016).
- 11 Wang, Y. *et al.* Microarray analysis of proliferative and hypertrophic growth plate zones identifies differentiation markers and signal pathways. *Bone* **35**, 1273-1293, doi:<http://dx.doi.org/10.1016/j.bone.2004.09.009> (2004).
- 12 Pogue, R. *et al.* A transcriptional profile of human fetal cartilage. *Matrix Biology* **23**, 299-307, doi:<http://dx.doi.org/10.1016/j.matbio.2004.07.003> (2004).
- 13 Eames, B. F. *et al.* Mutations in fam20b and xylt1 Reveal That Cartilage Matrix Controls Timing of Endochondral Ossification by Inhibiting Chondrocyte Maturation. *PLOS Genetics* **7**, e1002246, doi:10.1371/journal.pgen.1002246 (2011).
- 14 Stelzer, C., Brimmer, A., Hermanns, P., Zabel, B. & Dietz, U. H. Expression profile of Papss2 (3'-phosphoadenosine 5'-phosphosulfate synthase 2) during cartilage formation and skeletal development in the mouse embryo. *Developmental Dynamics* **236**, 1313-1318, doi:10.1002/dvdy.21137 (2007).
- 15 Gaur, T. *et al.* Secreted frizzled related protein 1 regulates Wnt signaling for BMP2 induced chondrocyte differentiation. *Journal of Cellular Physiology* **208**, 87-96, doi:10.1002/jcp.20637 (2006).
- 16 Ohkawara, B. & Niehrs, C. P23. The role of Rspo3 in head cartilage morphogenesis. *Differentiation* **80**, Supplement 1, S24, doi:<http://dx.doi.org/10.1016/j.diff.2010.09.029> (2010).
- 17 Stock, M., Schäfer, H., Fliegauf, M. & Otto, F. Identification of Novel Target Genes of the Bone-Specific Transcription Factor Runx2. *Journal of Bone and Mineral Research* **19**, 959-972, doi:10.1359/jbmr.2004.19.6.959 (2004).

- 18 Carpenter, D. *et al.* Characterization of two patched receptors for the vertebrate hedgehog protein family. *Proceedings of the National Academy of Sciences* **95**, 13630-13634, doi:10.1073/pnas.95.23.13630 (1998).

How the deposited data were processed for this re-analysis (not part of the article)

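The values used here are the deposited log2 values, which the authors made from the scanned arrays by RMA, with background correction, quantile normalization and a summary for each probe set. The sample records name the affy package for this step and the methods aroma.affymetrix. Their versions are not given in the sources used here, nor is a genome build, so no genomic positions are reported. The values came with 2 decimals and were not normalised again. Of the probe sets, 12300 carry 1 gene symbol, 256 carry several and 8248 carry none, and 9 gene names of the lists were matched through an alias. Some probe sets hold values identical to those of another, and 10554 past the filter are left when these are counted once.

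Groups were compared with limma 3.58.1 in R 4.3.3. Group means of all 8 groups were fitted over 23 arrays with moderated t-tests, and all p-values of genes are adjusted by the Benjamini-Hochberg method over the 11004 probe sets past the filter (standard deviation above 10 on the linear scale). Adjusted p-values given for genes and gene lists are from limma. SAM was written anew for this re-analysis and run with up to 100 permutations, fewer than the paper used. The false discovery rate closest to 5% and no higher than 10% was taken. Comparisons of 2 against 3 arrays allow only 10 permutations and those of 3 against 3 only 20, and all were used. On log2 values the estimated rate was 0 for E12 femur against TBT, E13 against E12 and E15 femur against TBT. For E12/13 femur against TBT it was 0.0776. Effects of immobilisation were compared between elements by the contrast of the femur effect minus the TBT effect, and changes with stage in the same way.

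Gene lists were the mTOR-associated, Wnt3a network, Table S1 and Table 1 genes of the paper and lists for skeletal muscle, myogenic regulators, actin cytoskeleton, ribosomal proteins, translation factors, oxidative phosphorylation, glycolysis, mTOR components, S phase, G2 and mitosis, cartilage matrix, hypertrophic chondrocytes, osteoblast and periosteum, fibrous tissue, erythroid cells, leukocytes and osteoclasts, endothelium, adipocytes, neurons and Schwann cells, Wnt pathway, hedgehog, BMP and TGF-beta, limb patterning, immediate early genes, and stress and hypoxia. Lists with at least 4 measured members were tested. For scores per array, the mean over a list of each gene's value minus its mean over all arrays was compared by exact permutation.

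Named genes followed a rule set beforehand. It takes up to 10 of the largest rises and 10 of the largest falls among called genes whose arrays do not overlap between groups. It adds every gene the paper names in Table 1, Fig. 6a, Fig. 7b and Table S1, MEF2C, WNT3A, MTOR and CTNNB1, and up to 4 members of each list with the lowest p. Values in the paper's tables had been seen by then. BHMT2, MYH1G, MYH1C, MYOM3, GATM, ANXA1, ACTN2, SNORD12C, PCBD1, ARPP21 and PITPNM2 are named outside this rule in 1 comparison or more and were chosen after their values were seen.

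The fit was tested on simulated data made from these arrays, with 200 probe sets shifted. Of shifts of 1 on the log2 scale it recovered 81% for E15 femur against TBT, 81.5% for immobilisation of the femur, 86% for immobilisation of the TBT, 85.5% for immobilised femur against TBT and 94.5% for E12/13 femur against TBT. Of shifts of 0.5 it recovered 40%, 30%, 45%, 45% and 72%. False calls numbered 17 at most, of 206 and 216 calls for E12/13 femur against TBT at shifts of 1 and 2. For E15 femur against TBT they were 11 of 173 and 13 of 205. The simulated values were drawn independently, with the same spread in every group. False calls among correlated genes or under unequal spread were thus not tested.

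Left out here were raw array images, probe sets with several symbols in the gene lists, morphometric data of the paper, and chromosome-specific and epidermis lists, which had too few measured members to test.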

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

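Chosen only after the result was seen were the tests of osteoblast tissue and of the array code as a block for the Wnt3a network, of the immobilised arrays for the ribosomal proteins, of the array code as a block for ribosomal, oxidative phosphorylation and glycolysis genes, and of actin genes in femur and TBT apart. For fibrous tissue a condition on the standard error was also added after the values were seen. The marker lists, the comparisons and the alternatives below were set before the data were examined, except identical probe sets counted once.

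The effect of immobilisation differed between femur and TBT in 20 probe sets by a test of the difference itself. The effect in femur minus that in TBT was 1.92 for IFITM5, 1.9 for OvoDA1, 1.54 for PHOSPHO1, 1.53 for DLX3, 1.46 for SLC8A3, 1.15 for TMEM119, 1.10 for PHACTR3, 1.03 for EPHA3 and 0.99 for CDH2. It was 0.90 for RBM15B, 0.88 for PCBD1, 0.85 for ARPP21, 0.74 for PITPNM2 and -0.77 for LOC415414. Without E15 control femur replicate 1 limma calls 0, at adjusted p of 0.0826 for IFITM5 and 0.0737 for TMEM119. That leaves a control femur group of 1 array, which is assumed to vary like the other groups. Blocked by array code, 9 probe sets are called.

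Gene lists differed in the same test. Their medians were 0.165 for mTOR-associated genes, 0.412 for the Wnt3a network, 0.113 for actin cytoskeleton, 0.108 for ribosomal proteins, 0.155 for oxidative phosphorylation and 0.108 for the genes of Table S1. S phase gave -0.139, G2 and mitosis -0.145, hypertrophic chondrocyte markers 0.274, osteoblast and periosteum markers 0.449, erythroid markers 0.497 and leukocytes and osteoclasts 0.243. With an estimated correlation 1 of these lists is called, the Wnt3a network (adjusted p = 0.0333). The difference between femur and TBT changed from E12/13 to E15 for mTOR-associated genes (-0.218), Table S1 (-0.230), ribosomal proteins (-0.157), oxidative phosphorylation (-0.207), glycolysis (-0.108) and cartilage matrix (-0.098). With an estimated correlation 3 of these are called. The study chose the mTOR-associated and Table S1 genes from the E15 arrays, so their values in both tests follow in part from that choice. Some members of the ribosomal, oxidative phosphorylation and glycolysis lists are Table S1 genes, so the choice touches those lists too. These tests and the E15 comparison of femur with TBT share the 2 E15 control femur arrays.

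Among genes outside Table 1, Table S1, Fig. 6a and Fig. 7b of the paper, some changed by 2 or more on the log2 scale with immobilisation in both elements. The myogenic genes plotted in Fig. 7a are not named in the paper's text, so some of them may be among these. Femur values were 4.48 for COCH, 3.23 for NEFM, -3.32 for TTN, -3.17 for MSC, -3.16 for MYBPC1, -2.85 for ACKR4, -2.77 for MYH1C, -2.74 for SNORD12C, -2.53 for TNNC2 and -2.51 for BHMT2. MYH1G gave -2.36, MYOM3 -2.31, ACTA1 -2.3, GATM -2.26, ANXA1 -2.16 and ACTN2 -2.02. In femur MYH1C is lost without any of the 5 arrays (adjusted p = 0.0565 to 0.277). Without E15 control femur replicate 2, TTN (adjusted p = 0.151), SNORD12C (0.124), TNNC2 (0.123), BHMT2 (0.126), MYH1G (0.0526), MYOM3 (0.085) and ACTN2 (0.0667) are lost in femur, as are TNNC2 (0.0614) and BHMT2 (0.0576) without control femur replicate 1. In TBT MYH1C is lost without E15 control TBT replicate 2 (adjusted p = 0.127) or immobilised TBT replicate 1 (0.122) or 2 (0.0959). In the Dixon test no array lay apart from its group for 5 list scores of the 6 E12/13 femur and 6 E12/13 TBT arrays, and the E15 groups have too few arrays for it.

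Skeletal muscle genes fell as a block with immobilisation. A general fall of actin genes by 0.2 or more in chondrocytes of both elements is argued against as the cause. The actin cytoskeleton median was 0.037 in femur (mean 0.05, SE 0.03) and -0.09 in TBT, the lower of both (mean -0.095, SE 0.02). Both lie above -0.2 by more than 2 standard errors, a condition set after the values were seen. Both medians also met the higher bound set beforehand, in TBT by less than the standard error. A smaller fall in TBT, called at the preset correlation but not with an estimated one, is not excluded. Less skeletal muscle adhering to the immobilised cartilage may explain the fall. The 37 genes moved together within groups (mean pairwise correlation 0.335, against a highest of 0.0671 in 1000 random lists). A muscle programme regulated within cells would move together too, so this correlation does not separate the explanations. Of the 37, 1 is in another list, 1 was picked by the study, and 11 lie above the array median in both E15 controls. The most abundant were ACTA1 (9.17 and 9.41 in control femur and TBT, 6.87 and 6.85 immobilised), TNNC1 (7.36 and 7.66, then 6.34 and 5.58) and TNNC2 (7.86 and 8.17, then 5.33 and 4.96). The dissection of growth cartilage excluded ossified bone, bone marrow and red blood cells, and a real fall within cartilage cells or in muscle attached to it, both possible under paralysis, was not tested.

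Oxidative phosphorylation and glycolysis genes were lower as lists in E15 femur than in E15 TBT, and ribosomal proteins only with the preset correlation (adjusted p = 0.271 with an estimated correlation, and 0 of 48 genes passed). The study picked some members of each list for Table S1 from this comparison, and the lists were not tested without them. A code effect alike at every stage is argued against as the whole cause, since blocked medians were -0.174 for ribosomal proteins (mean -0.187, SE 0.069), -0.295 for oxidative phosphorylation (mean -0.256, SE 0.051) and -0.099 for glycolysis (mean -0.166, SE 0.049), though the block ended the calls of single genes, with a median standard error of 0.201 in place of 0.145. Within the E12 groups, arrays with 05 minus the others gave a median of 0.033 over the Table S1 genes (mean 0.035, SE 0.054), and between immobilised femur and TBT the ribosomal score differed by -0.049 (SE 0.048), and neither decides by itself. The block separates 05 from the element through the E12 arrays alone, since no E13 array carries 05. A code effect on the E15 arrays alone cannot be told apart from the element, since femur arrays carry 05 and TBT arrays 07 or 09. A difference between the elements at E15 stays open as untested.

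Wnt3a network genes were higher in immobilised femur than in immobilised TBT. An array code effect alike at every stage is argued against as the whole cause, since the blocked median is 0.594 (blocked mean 0.485, SE 0.073), while a code effect on the E15 arrays alone cannot be told apart from the element. The block separates the femur code from the element through the E12 arrays alone. More osteoblast and periosteal tissue in the femur samples may contribute: the osteoblast and periosteum list without Wnt3a network genes had a median of 0.410 (16 of 17 above 0, mean 0.57, SE 0.08), though of the full 20 genes 18 lie above the array median in both immobilised groups, 5 are in another list and 3 were picked by the study, and the most abundant differed less (COL1A1 13.63 and 13.46, SPARC 13.15 and 12.91, COL1A2 12.93 and 12.64). The fibrous tissue list without Wnt3a genes gave 0.206 between control femur and TBT at E15 (19 of 26 above 0, mean 0.21, SE 0.09). That meets the bound of 0.2 set for more fibrous, joint or periosteal tissue in the femur samples. A condition on the standard error, added after the values were seen, left it undecided. More such tissue in the femur samples thus stays open as a contributor. Between the immobilised elements the full list gave 0.25 (26 of 30 above 0, adjusted p = 5.64e-05, or 0.154 with an estimated correlation). The dissection set out to exclude ossified bone, and a response of the cartilage itself that differs between the elements stays open as untested.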

How the results depend on the processing

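Identical probe sets counted once was chosen only after the values were seen, as was the selection of lists printed below, and every other alternative here was set beforehand. Of 2724 values of called genes under the alternatives, 2194 kept direction and call, 530 no longer passed and 0 reversed. Of 603 values of genes not called, 27 passed and 13 reversed. Of 107 list calls 14 hold with an estimated correlation, and under the other alternatives 1594 of 1779 list values kept their call, 185 lost it and 0 reversed. Using only the compared arrays, or leaving out arrays, lowers the residual degrees of freedom, and SAM borrows no spread from other groups. In E15 femur against TBT, 1 probe set per gene raises the count from 23 to 38 through the smaller number of tests and to 73 with the refit prior (prior degrees of freedom 2.35 to 3.94). For the other changes the cause was not tested. Where a control femur array is left out at E15, the lone array is assumed to vary like the other groups. Replicate numbers do not pair the arrays: the mean correlation of residuals of like-numbered arrays was -0.0908 to 0.0637. All alternatives set beforehand were fitted.

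Counts of probe sets, after the value reported. No filter: E12/13 femur against TBT 2 (from 6), E15 femur against TBT 6 (from 23), femur immobilisation 319 (from 483), difference in the effect of immobilisation 8 (from 20). Stricter filter: E12 femur against TBT 4 (from 0), E12/13 12. Only arrays of the groups compared: E12/13 0, E15 0, femur immobilisation 21, TBT immobilisation 218 (from 632), immobilised femur against TBT 118 (from 225), femur E15 against E12/13 305 (from 1346), effect difference 1. Trend and robust: E12 5, E12/13 11, E15 66. Array code as a fixed block: E15 0, immobilised femur against TBT 17, effect difference 9. Array code as a random block: E12/13 3. Replicate block: E12 5, E12/13 13, E15 8, effect difference 8. Quantile normalization: E15 9. 1 probe set per gene: E12 15, E12/13 28, E15 73. SAM on log2 values: E12 7, E12/13 12, E13 against E12 2 (from 0), E15 4, femur immobilisation 58, TBT immobilisation 395, femur stages 823, TBT stages 1574 (from 1041). SAM on linear values: E13 femur against TBT 1 (from 0), E13 against E12 3, E15 14, femur immobilisation 257, TBT stages 1581. Leaving out 1 array: E12 0 to 1, E12/13 0 to 113, E13 against E12 0 to 16, E15 0 to 102, femur immobilisation 118 to 483, TBT immobilisation 280 to 651, immobilised femur against TBT 101 to 298, femur stages 199 to 1776, TBT stages 323 to 1048, effect difference 0 to 17.

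Counts of gene lists. Estimated correlation: E12 0 (from 8), E13 0 (from 3), E12/13 0 (from 10), E13 against E12 1 (from 8), E15 4 (from 12), femur immobilisation 0 (from 3), TBT immobilisation 2 (from 11), immobilised femur against TBT 2 (from 7), femur stages 1 (from 14), TBT stages 0 (from 13), effect difference 1 (from 12), change of the element difference with stage 3 (from 6). No filter: E12/13 4. Stricter filter: E12 5, E12/13 1. Compared arrays only: E13 5. Fixed block: E12 4, E13 5. Quantile: E13 6, E12/13 4. Leaving out 1 array: E12 4 to 8, E13 1 to 4, E12/13 3 to 8, femur immobilisation 3 to 6, TBT immobilisation 6 to 13, immobilised femur against TBT 7 to 11, stage change of the element difference 6 to 12.

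Medians of lists whose call is lost, for a selection of lists made after the values were seen. Estimated correlation: ribosomal proteins E15 -0.147 and femur immobilisation 0.153, skeletal muscle femur immobilisation -1.05, femur stages -0.962 and TBT stages -0.788, actin TBT immobilisation -0.09, Wnt3a network TBT immobilisation -0.093, osteoblast effect difference 0.449. Quantile normalization: actin TBT -0.047. Leaving out 1 array: actin TBT -0.115 to -0.07, Wnt3a TBT -0.182 to -0.042. Reversed, with no call: mTOR-associated genes at E12/13 -0.029 to 0.008 when 1 array is left out; with quantile normalization RPL3 0.003 and EEF2 0.004 at E15; MEF2C in immobilised femur -0.085 to 0.175; MTOR in immobilised femur -0.045 to 0.1; MTOR in immobilised TBT 0.023 (fixed block), -0.003 (random block), 0.003 (quantile) and -0.053 to 0.047 (1 array left out).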

Differences from the paper's values

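No test in this part was chosen only after the result was seen. Counts here rest on limma with adjusted p under 0.05, and the paper's on SAM at a false discovery rate near 5%, so the thresholds differ. A count is in range when neither value is over 1.5 times the other, and a fold when it has the paper's sign and the log2 values differ by no more than the gene's residual SD over all arrays.

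For E15 femur against TBT the paper's count of genes is 58, with 59 in the legend of Fig. 6, and the value here is 23 probe sets. Of the alternatives set before the data were examined, trend and robust (66) and 1 probe set per gene (73) come within range of both, and the others do not, SAM included. Higher in femur were the paper's 4 against 9 here, within range with quantile normalization (3) and not otherwise. Lower in femur were the paper's 54 against 14 here, within range with trend and robust (41), 1 probe set per gene (40) and without E15 control TBT replicate 2 (55), and not otherwise.

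The legend of Table 1 in the paper states 17 genes, more than the table lists, as femur against TBT, and the text refers to the table for time-points. Here 6 probe sets differed between femur and TBT at E12/13, within range with the stricter filter (12), the replicate block (13) and SAM on log2 values (12), and not otherwise. Between E13 and E12 it was 0 by limma (822 at an unadjusted p under 0.05, SAM 2 higher at E13 on log2 values and 3 lower on linear values). It comes within range only without E12 control TBT replicate 3 (16), and those 16 are all higher at E13, while the measured genes of Table 1 are lower at E13.

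For Table 1 read as femur over TBT, the paper's folds against those here are 1.179574992 and 1.03 for RAB10, 1.102570551 and 1.05 for HMGB3, 1.139048505 and -1.03 for BLMH, 1.085036637 and -1.02 for BZW2, and 1.099992098 and -1.04 for SRP68. They are 1.148606842 and -1.03 for BTF3L4 and 1.301912506 and -1.07 for MAP1B, and no alternative comes within range for these 7 genes. SCUBE2 has the paper's 1.14502171 against -1.01 (within range without E13 control femur replicate 2, 1.02), and IGF2BP3 the paper's 1.080702446 against 1 (within range without E12 control femur replicate 3, 1.01). Read as E12 over E13 (the text gives the time-points and no direction), all 10 measured genes have the paper's sign and 0 differ (Pearson's r across genes 0.991).

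Of 37 measured genes of Table S1, 37 have the paper's sign (r 0.968) and 3 differ in fold. The paper prints these folds to 1 decimal, and that rounding alone can put AKIRIN2 and GAPDH out of range, but not WEE1. WEE1 has the paper's 1.3 against 1.06, with no alternative in range. AKIRIN2 has the paper's -1.1 against -1.03, in range with the fixed block (-1.06), quantile normalization (-1.04), without E15 control femur replicate 2 (-1.05) and without E15 control TBT replicate 1 (-1.04). GAPDH has the paper's -1.2, printed to 1 decimal, against -1.27 (log2 -0.263 and -0.342, SD 0.066), in range with the fixed block (-1.24), the replicate block (-1.25), quantile normalization (-1.18), without E15 control femur replicate 1 (-1.25) and without E15 control TBT replicate 1 (-1.23). The other alternatives do not bring these into range. None of the 37 is called here by limma (25 at an unadjusted p under 0.05), though GAPDH is called without E15 control TBT replicate 2 (adjusted p = 0.0383). The folds of Fig. 7b are in range for 18 of 18 measured genes in immobilised femur over immobilised TBT (r 0.993).

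In words, the paper states that chondrogenesis genes changed with immobilisation in femur and not in TBT. Here 2 of the 18 measured Wnt3a network genes rose in femur and 6 fell in TBT, and the effects in femur and TBT differ by a list median of 0.41. The legend of Fig. 6b, on E12/13, speaks of a higher level of SLC38A3 in femur, and here its log2 difference is -0.075 (SE 0.145, adjusted p = 0.942) at E12/13 and -0.46 (SE 0.23, adjusted p = 0.367) at E15, where Table S1 also has it lower in femur.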

Other observations

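The tests of other splits of the arrays were all chosen only after the results were seen.

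ATP6V0D2, MMP9, IBSP and SLC4A1 were higher in growth cartilage at E15 than at E12/13, and MMP9 and IBSP are also in the hypertrophic chondrocyte list. The osteoclast proton pump gene ATP6V0D2 rose in femur from 3.06 ± 0.80 at E12 and 3.75 ± 1.03 at E13 (n = 3 each) to 6.85 ± 0.39 at E15 (n = 2), a log2 change of 3.44 (SE 0.71, adjusted p = 0.00592), and in TBT by 3.29 (SE 0.62, adjusted p = 0.00342). The matrix protease gene MMP9 rose by 1.31 (SE 0.20, adjusted p = 0.000919) and 1.29 (SE 0.17, adjusted p = 0.000296), and the bone sialoprotein gene IBSP by 1.18 (SE 0.27, adjusted p = 0.0102, blocked 0.104) and 1.06 (SE 0.23, adjusted p = 0.00898). The red cell anion exchanger SLC4A1 rose by 1.27 (SE 0.27, adjusted p = 0.00628) and 1.53 (SE 0.23, adjusted p = 0.000605), and the myeloid factor SPI1 in TBT by 1.26 (SE 0.18, adjusted p = 0.000457). The hedgehog target GLI1 fell in femur by 0.97 (SE 0.19, adjusted p = 0.00429), and the replication helicase gene MCM3 in TBT from 7.51 ± 0.09 at E12 to 6.97 ± 0.24 at E15 (n = 3 each), a change from E12/13 of -0.52 (SE 0.11, adjusted p = 0.00887). Without E15 control femur replicate 1 or 2, ATP6V0D2 has an adjusted p of 0.0887 and 0.0592 in femur and SLC4A1 of 0.103 and 0.0502. IBSP (0.229) and GLI1 (0.0857) are lost in femur without replicate 2, and IBSP (0.0897) and MCM3 (0.0918) in TBT without E15 control TBT replicate 3.

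As lists from E12/13 to E15, leukocyte and osteoclast markers rose in femur (median 0.75, 7 of 11 rose, adjusted p = 2.01e-05, or 0.165 with an estimated correlation) and in TBT (0.77, 9 rose, adjusted p = 5.62e-11, or 0.0808). Erythroid markers gave 0.495 (adjusted p = 0.011, or 0.197 with an estimated correlation, blocked 0.0487) and 0.60 (adjusted p = 0.000305, or 0.0808). Osteoblast and periosteum markers gave 0.25 (adjusted p = 0.00307, or 0.244, blocked 0.17) and 0.11 (adjusted p = 0.0109, or 0.341), lost without E15 control femur replicate 2 (0.0902) and E15 control TBT replicate 2 (0.0552). Hypertrophic markers gave 0.215 (adjusted p = 0.0555) in femur and 0.35 in TBT (adjusted p = 0.000506, or 0.0808). S phase genes gave -0.10 in femur (4 of 36 fell, adjusted p = 0.00782, or 0.309, blocked 0.098) and -0.26 in TBT (9 fell, adjusted p = 6.91e-07, or 0.0926), and G2 and mitosis genes -0.13 in TBT (adjusted p = 0.00049, or 0.452, lost without E15 control TBT replicate 3 at 0.0849). Hedgehog genes gave -0.43 in femur (4 of 11 fell, adjusted p = 0.00453, or 0.127) and -0.25 in TBT (adjusted p = 0.0476, or 0.266, blocked 0.117). Adipocyte markers gave 0.51 (adjusted p = 0.0427, or 0.252, blocked 0.275, lost without E15 control femur replicate 2 at 0.305) and 0.61 (adjusted p = 0.0109, or 0.18, lost without E15 control TBT replicate 1 at 0.0657). Immediate early genes were higher at E13 than at E12 (median 0.13, 14 of 16 above 0, adjusted p = 0.00277, or 0.0686).

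With immobilisation, COCH, NEFM, NEFL and BCHE rose in both elements. The cochlin gene COCH (probe set 15516693), a secreted matrix protein, rose from 4.50 ± 0.03 (n = 2) to 8.98 ± 0.44 (n = 3) in femur and from 4.39 ± 0.51 to 7.45 ± 0.07 (n = 3 each) in TBT, by 4.48 (SE 0.30, adjusted p = 2.14e-07) and 3.06 (SE 0.26, adjusted p = 4.99e-06). The neurofilament genes NEFM (probe set 15471893) and NEFL rose by 3.23 (SE 0.26, adjusted p = 1.69e-06) and 2.37 (SE 0.21, adjusted p = 4.99e-06) in femur and by 2.50 (SE 0.23, adjusted p = 7.38e-06) and 1.92 (SE 0.19, adjusted p = 1.03e-05) in TBT. The cholinesterase gene BCHE rose by 1.91 (SE 0.30, adjusted p = 0.00133) and 1.99 (SE 0.27, adjusted p = 0.000222), and the mechanosensitive channel gene PIEZO2 in TBT by 0.62 (SE 0.12, adjusted p = 0.0038). The other 4 of the 6 measured neuron and Schwann cell markers did not pass, with list medians of -0.02 (adjusted p = 0.0819) and 0.003 (adjusted p = 0.0515). BMP and TGF-beta genes had medians of 0.075 (adjusted p = 0.53) and 0.04 (adjusted p = 0.845), and stress and hypoxia genes 0.04 (adjusted p = 0.359) and -0.03 (adjusted p = 0.444).

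Between immobilised femur and immobilised TBT, the matrix gene SPON1 was 9.78 ± 0.05 and 8.36 ± 0.12 (n = 3 each, log2 difference 1.42, SE 0.15, adjusted p = 7.28e-05, blocked 0.0172) and the lipase gene LIPC 8.08 ± 0.27 and 5.77 ± 0.27 (2.31, SE 0.28, adjusted p = 0.000186, blocked 0.0417).

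Other splits of the same arrays into groups of the same sizes were fitted with E12 and E13 arrays of a group merged, so real counts can differ slightly from those above. For femur against TBT at E12/13, 3 of 100 splits gave as many called probe sets as the real 6, the real one included. This share is under 5% but was not adjusted for the number of such tests. The real count also falls without any single array but E13 control femur replicate 3, so the share does not exclude chance by itself. The highest other gave 54, several times the real count, and the reason was not tested. That split differs from the real one only in the exchange of E13 control femur replicate 3 and E12 control TBT replicate 1, and without E13 control femur replicate 3 the real count is 113. For gene lists at the preset correlation 3 of 100 gave as many as the real 9 (highest other 9), a share that was not adjusted either. With an estimated correlation 0 lists are called. Between E13 and E12 chance is not excluded for lists, with 6 of 100 splits as large (real 8, highest other 9), and for probe sets the real count of 0 leaves nothing to test (highest other 54). From E12/13 to E15 in TBT 1 of 84 splits, the real one, was as large for probe sets (real 1040, highest other 6). Chance is thus excluded at 5% before adjustment for the number of such tests. For lists at the preset correlation it was also 1 of 84 (real 13, highest other 11), while with an estimated correlation 0 lists are called.

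Comparisons of 3 against 3 arrays have 10 splits, too few for a share under 5%. For lists the real count was 8 at E12 (highest other 6) and 3 at E13 (highest other 5), and for probe sets it was 0 at both stages, which leaves nothing to test (highest other 1 at each). For TBT immobilisation the real count was 632 probe sets (highest other 1) and 11 lists (highest other 8). For immobilised femur against TBT it was 225 probe sets (highest other 1) and 7 lists (highest other 9).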
